# Folic acid reduces doxorubicin‐induced cardiomyopathy by modulating endothelial nitric oxide synthase

**DOI:** 10.1111/jcmm.13231

**Published:** 2017-06-13

**Authors:** Yanti Octavia, Georgios Kararigas, Martine de Boer, Ihsan Chrifi, Rinrada Kietadisorn, Melissa Swinnen, Hans Duimel, Fons K. Verheyen, Maarten M. Brandt, Daniela Fliegner, Caroline Cheng, Stefan Janssens, Dirk J. Duncker, An L. Moens

**Keywords:** anthracycline, antioxidant enzyme, cardiotoxicity, free radical, nitric oxide

## Abstract

The use of doxorubicin (DOXO) as a chemotherapeutic drug has been hampered by cardiotoxicity leading to cardiomyopathy and heart failure. Folic acid (FA) is a modulator of endothelial nitric oxide (NO) synthase (eNOS), which in turn is an important player in diseases associated with NO insufficiency or NOS dysregulation, such as pressure overload and myocardial infarction. However, the role of FA in DOXO‐induced cardiomyopathy is poorly understood. The aim of this study was to test the hypothesis that FA prevents DOXO‐induced cardiomyopathy by modulating eNOS and mitochondrial structure and function. Male C57BL/6 mice were randomized to a single dose of DOXO (20 mg/kg intraperitoneal) or sham. FA supplementation (10 mg/day per oral) was started 7 days before DOXO injection and continued thereafter. DOXO resulted in 70% mortality after 10 days, with the surviving mice demonstrating a 30% reduction in stroke volume compared with sham groups. Pre‐treatment with FA reduced mortality to 45% and improved stroke volume (both *P *<* *0.05 *versus* DOXO). These effects of FA were underlain by blunting of DOXO‐induced cardiomyocyte atrophy, apoptosis, interstitial fibrosis and impairment of mitochondrial function. Mechanistically, pre‐treatment with FA prevented DOXO‐induced increases in superoxide anion production by reducing the eNOS monomer:dimer ratio and eNOS S‐glutathionylation, and attenuated DOXO‐induced decreases in superoxide dismutase, eNOS phosphorylation and NO production. Enhancing eNOS function by restoring its coupling and subsequently reducing oxidative stress with FA may be a novel therapeutic approach to attenuate DOXO‐induced cardiomyopathy.

## Introduction

The use of DOXO, a member of the anthracycline family, as an effective broad spectrum chemotherapeutic drug has been hampered by its dose‐dependent cardiotoxicity, which leads to cardiomyopathy and heart failure 1. Approximately 5% of patients who receive 400–450 mg/m^2^ DOXO develop heart failure that may not be recognized for years 2. The mechanisms underlying DOXO‐induced cardiomyopathy are not completely understood, but may include direct effects on DNA, alteration of mitochondrial metabolism and reactive oxygen species (ROS) 3.

In the pathogenesis of DOXO‐induced myocardial dysfunction, the contribution of eNOS‐dependent oxidative stress has been reported 4. DOXO affects all NOS isoforms, causing the suppression of NOS activity, decreasing NO production and increasing superoxide anion generation 4. Cardioprotective effects of NO against DOXO‐induced cardiomyopathy have been previously reported 5. *In vivo* long‐term dietary nitrate supplementation in mice not only improved the left ventricular (LV) contractile and haemodynamic function, but also reduced the susceptibility to DOXO‐induced cell death 5. These findings implicate the importance of NO regulation as a key mediator in DOXO‐induced cardiomyopathy.

Several cofactors are required for NO generation, including tetrahydrobiopterin, oxygen and NADH. Reduced bioavailability of these factors could lead to NOS uncoupling and generate ROS instead of NO 6. FA, a member of the B‐vitamin family, can enhance NO generation in several ways, such as interacting directly or indirectly with eNOS 7. To this extent, a high dose of FA prevented ischaemia‐induced cardiac dysfunction and reduced reperfusion‐induced cardiac injury *via* eNOS recoupling 8.

In light of these considerations, we tested the hypothesis that FA effectively reduces DOXO‐induced cardiomyopathy in a mouse model of acute DOXO administration by modulating eNOS and preserving mitochondrial structure and function. In addition, we performed genome‐wide expression profiling to further identify potential factors implicated in DOXO‐induced cardiomyopathy.

## Materials and methods

### Cytotoxicity assay

HeLa and MDA‐MB‐231 cells (ATCC, Teddington, Middlesex, UK), a human cervical epithelial adenocarcinoma cell line and a human breast adenocarcinoma cell line, respectively, were maintained in Dulbecco's Modified Eagle Medium (ThermoFisher, Waltham, MA, USA) supplemented with 10% foetal bovine serum (ThermoFisher, Waltham, MA, USA) and 100U/ml penicillin‐streptomycin (ThermoFisher, Waltham, MA, USA). DOXO was added in a range of concentrations (10 μM to 0.1 nM) with/without FA ranging from 10 μM to 1 nM (supra‐ and physiological concentrations). Following this, the sulforhodamine B assay was performed, and the OD values were read at 24, 48 and 72 hrs.

### Experimental animals

Experiments were approved by the Institutional Animal Care and Use Committee and were carried out in accordance with the EU Directive 2010/63/EU for animal experiments. C57BL/6 mice (265 total, male, 9–11 weeks old; Charles River) were injected intraperitoneally with a single dose of DOXO hydrochloride (20 mg/kg; Pfizer, New York, NY, USA) as performed previously 9, 10. Soft‐dough diet (Transgenic Dough Diet; Bio‐Serv, Flemington, NJ, USA) with/without FA (10 mg/day; Sigma‐Aldrich, St.louis, MO, USA) was administered from 7 days before the DOXO injection until the end of the experiment (10 days).

### Echocardiographic measurements

Cardiac function and geometry were assessed by transthoracic echocardiography (Vevo 770) in anaesthetized mice (2.5% isoflurane) with body temperature maintained at 37°C, at baseline (before DOXO injection) and at 9 days post‐injection. LV internal dimensions at end‐diastole (LVIDd) and end‐systole (LVIDs), and LV posterior wall (LVPW) were measured from M‐mode images.

### Histological and ultrastructural examination of the heart

To assess myocyte width and fibrosis, hearts were fixed in 10% formalin, embedded in paraffin, cut in 5 μm sections and stained with haematoxylin–eosin (HE) and picrosirius red (PSR) using standard protocols as described previously 11. Cardiac cell death was detected with the TUNEL In Situ Cell Death Detection Kit (Roche Diagnostics, Almere, FL, The Netherlands) as previously described 12. In each group, 6–9 mice with 3–4 heart sections for each mouse were stained and analysed.

For electron microscopy, LV samples were fixed in 3% glutaraldehyde, 1.4% sucrose in 0.09 M potassium dihydrogen phosphate buffer (pH 7.4), post‐fixed in 1% osmium tetroxide in 0.1 M phosphate buffer (pH 7.4), dehydrated in graded ethanol series and embedded in Araldite. Ultrathin sections (40–60 nm) were stained with uranyl acetate and lead citrate. Photomicrographs were captured using a Philips CM100 transmission electron microscope (Philips 201).

### Mitochondrial function

Mitochondrial oxygen consumption was determined using a Clark electrode in a continuously stirred and sealed respiration chamber as previously described 13. Briefly, the hearts were excised, and skinned fibre preparations of the LV were used. Following the measurement of basal function, maximal ADP‐stimulated respiration was determined by exposing fibres to 2 mM ADP using glutamate (5 mM) and malate (2 mM) as substrates 13.

### Detection of superoxide anion

Superoxide anion generation was measured by two independent methods. Homogenized LV was evaluated by low concentration lucigenin‐enhanced chemiluminescence (5 μmol/l) using a single‐tube luminometer (Berthold FB12). As a measure of NOS‐derived superoxide anion generation, we evaluated the difference in superoxide anion generation after 20 min. incubation with N^G^‐ nitro‐L‐arginine methyl ester (L‐NAME: 100 μmol/l) and presented as ΔL‐NAME. Superoxide anion generation was also measured by dihydroethidium (DHE) staining of LV tissue sections.

### Protein measurements

Protein levels were determined in homogenates of myocardial samples as previously described 14. Primary antibodies were phospho‐eNOS S1177, eNOS, nNOS, iNOS, GAPDH (Cell Signaling, Danvers, MA, USA; BD Transduction Laboratories, Heidelberg, Germany; Santa Cruz, Abingdon, UK; Imgenex, Cambridge, UK) and used at 1:1000.

Monomer:dimer ratio was determined using cold SDS‐PAGE Western blot in 4%–7% SDS‐Tris gels at 4°C. Subsequently, the proteins were transferred to nitrocellulose membranes and were probed with primary and secondary antibodies (LI‐COR). All blots were analysed using the Odyssey system.

S‐glutathionylation of eNOS was determined by co‐immunoprecipitation of LV homogenates. Briefly, protein G (Invitrogen)‐conjugated anti‐eNOS (Santa Cruz) was incubated overnight with LV homogenates at 4°C. After washing with PBS, eNOS was immunoblotted with anti‐GSH (Virogen, Watertown, MA, USA) in the presence or absence of DTT (10 μmol/l) to remove the glutathionylation modification of eNOS.

### Myocardial NO production

Myocardial NO production was evaluated as the measurement of nitrate + nitrite using the Griess reaction colorimetric assay (Cayman CHemical, Ann Arbor, MI, USA) per manufacturer's instructions.

### Antioxidant activity

Total superoxide dismutase (SOD) activity and the GSSG (oxidized glutathione)‐to‐GSH (reduced glutathione) ratio were assessed with commercially available kits (Cayman Chemical, Ann Arbor, MI, USA) per manufacturer's instructions.

### Hybridization and microarray profiling

Total RNA was isolated using the RNeasy Fibrous Tissue Mini kit (Qiagen, Venlo, NB, The Netherlands) per manufacturer's instructions. RNA quality and quantity were established using a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Biotinylated complementary RNA was prepared and hybridized to the Mouse Gene 1.0 ST array (Affymetrix, Waltham, MA, USA) according to the Affymetrix processing protocol. The array was scanned in a GeneChip Scanner 3000. The quality of hybridization was assessed in all samples following manufacturer's recommendations. Microarray data are deposited in the Gene Expression Omnibus database (accession No. GSE64476). The computational and statistical analysis of the microarray data was carried out using the R version 2.14.2 software (https://www.r-project.org/) and the Bioconductor packages (https://www.bioconductor.org/) as performed previously 11, 15, 16, 17. Gene lists were generated selecting for candidates with an uncorrected *P* value threshold of 0.01 as performed recently 15.

### Quantitative real‐time RT‐PCR

Quantitative analysis was performed by real‐time PCR with specific primers and SensiMix™ SYBR^®^ & Fluorescein Kit using iQ5 (Bio‐Rad, Veenendaal, UT, The Netherlands). Primer sequences are shown in Table S1.

### Statistical analysis

Data are presented as mean ± S.E.M. Analysis of survival rates was performed with the log‐rank test. All data were tested using two‐way anova with Student‐Newman‐Keuls post hoc test considering *P *<* *0.05 significant.

## Results

### FA did not interfere with DOXO cell‐killing capacity

To investigate whether treatment with FA reduces the main tumour cell‐killing effects of DOXO, we employed the human cervical epithelial adenocarcinoma HeLa cell line and the human breast adenocarcinoma MDA‐MB‐231 cell line treating them with different doses of DOXO and FA. DOXO in the absence or presence of FA at various concentrations exerted similar cytotoxic effects in HeLa and MDA‐MB‐231 cancer cells (Fig. S1). Therefore, the antitumour activity of DOXO was not affected by FA.

### FA blunted DOXO‐induced mortality

DOXO resulted in 70% mortality 10 days after injection, which was decreased to 45% by pre‐treatment with FA (Fig. 1). At baseline, body weights were similar in all groups. DOXO produced a significant loss of body weight *versus* the corresponding sham group, which was not significantly affected by FA (Table S2).

**Figure 1:**
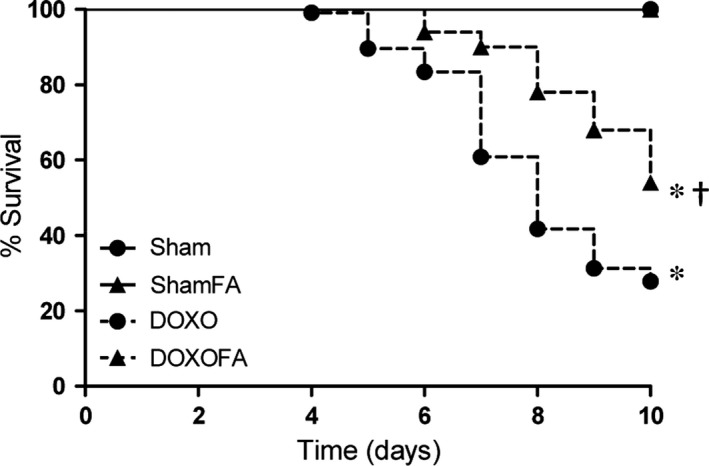
Effects on mortality. DOXO, doxorubicin; FA, folic acid. *P<0.01 *versus* corresponding Sham; †*P*<0.01 DOXOFA *versus* DOXO.

### FA normalized DOXO‐induced left ventricular structural and functional changes

DOXO led to significant reductions in LVIDd and LVIDs, LV weight and LV lumen (Fig. 2A–D). These DOXO‐induced structural changes had the functional consequence of decreased stroke volume *versus* the corresponding sham group (Fig. 2E). Importantly, pre‐treatment with FA attenuated all these deleterious changes (Fig. 2A–E). Heart rate was not significantly affected in any group (Fig. 2F).

**Figure 2:**
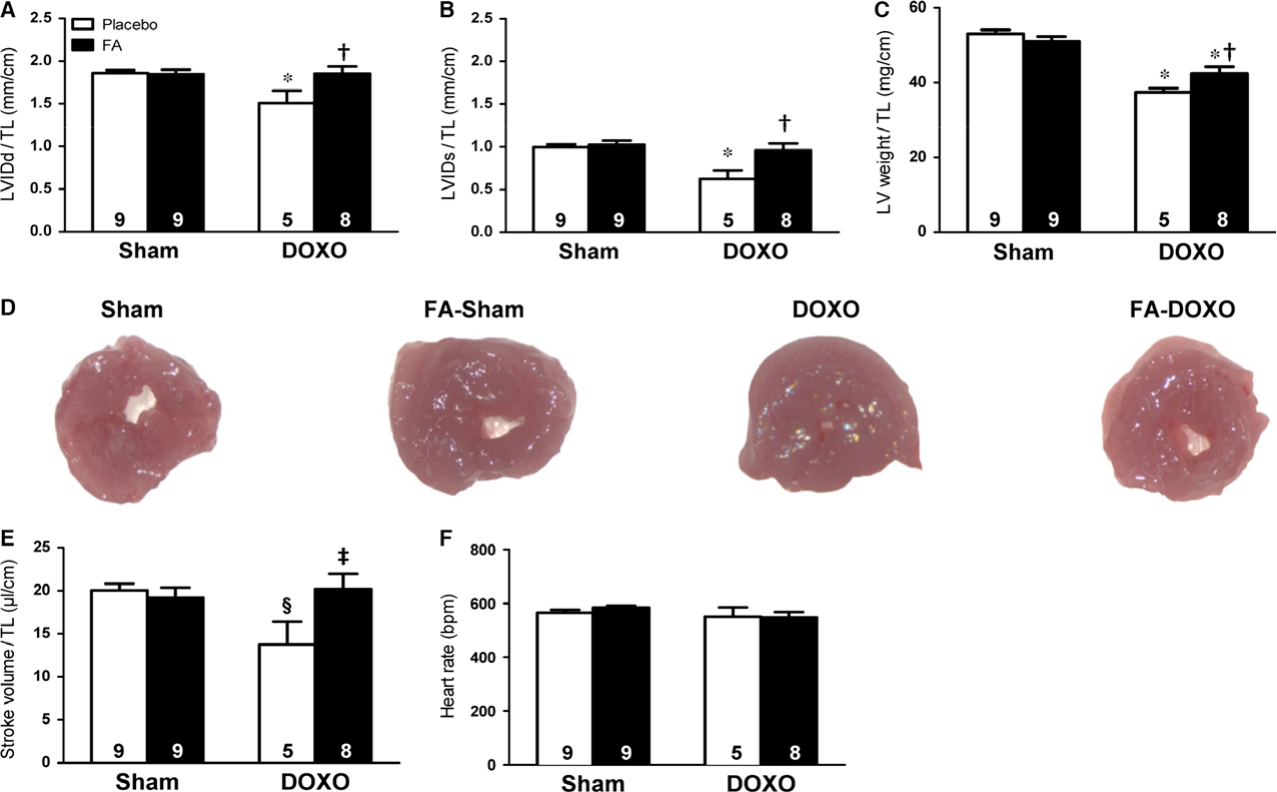
Effects on cardiac function and structure. Left ventricular (LV) internal diameter at end‐diastole (LVIDd), (**A**) and end‐systole (LVIDs), (**B**) normalized to tibia length (TL). (**C**) LV weight/TL. (**D**) LV lumen. (**E**) Stroke volume. (**F**) Heart rate. The *n* is indicated directly in the graph bars in all figures. BPM, beats per min. *P <* *0.01 *versus* corresponding Sham; §*P *<* *0.05 *versus* corresponding Sham; †*P *<* *0.01 FA‐DOXO *versus* DOXO; ‡*P *<* *0.05 FA‐DOXO *versus* DOXO.

### FA attenuated DOXO‐induced cardiomyocyte atrophy, cardiac apoptosis and fibrosis

Investigating the underlying cellular mechanisms, we found that the LV myocardium of mice receiving DOXO alone displayed a reduction in cardiomyocyte width and increases in collagen content and apoptosis (Fig. 3A–D). FA exerted significant protective effects against these DOXO‐induced deleterious effects (Fig. 3A–D).

**Figure 3:**
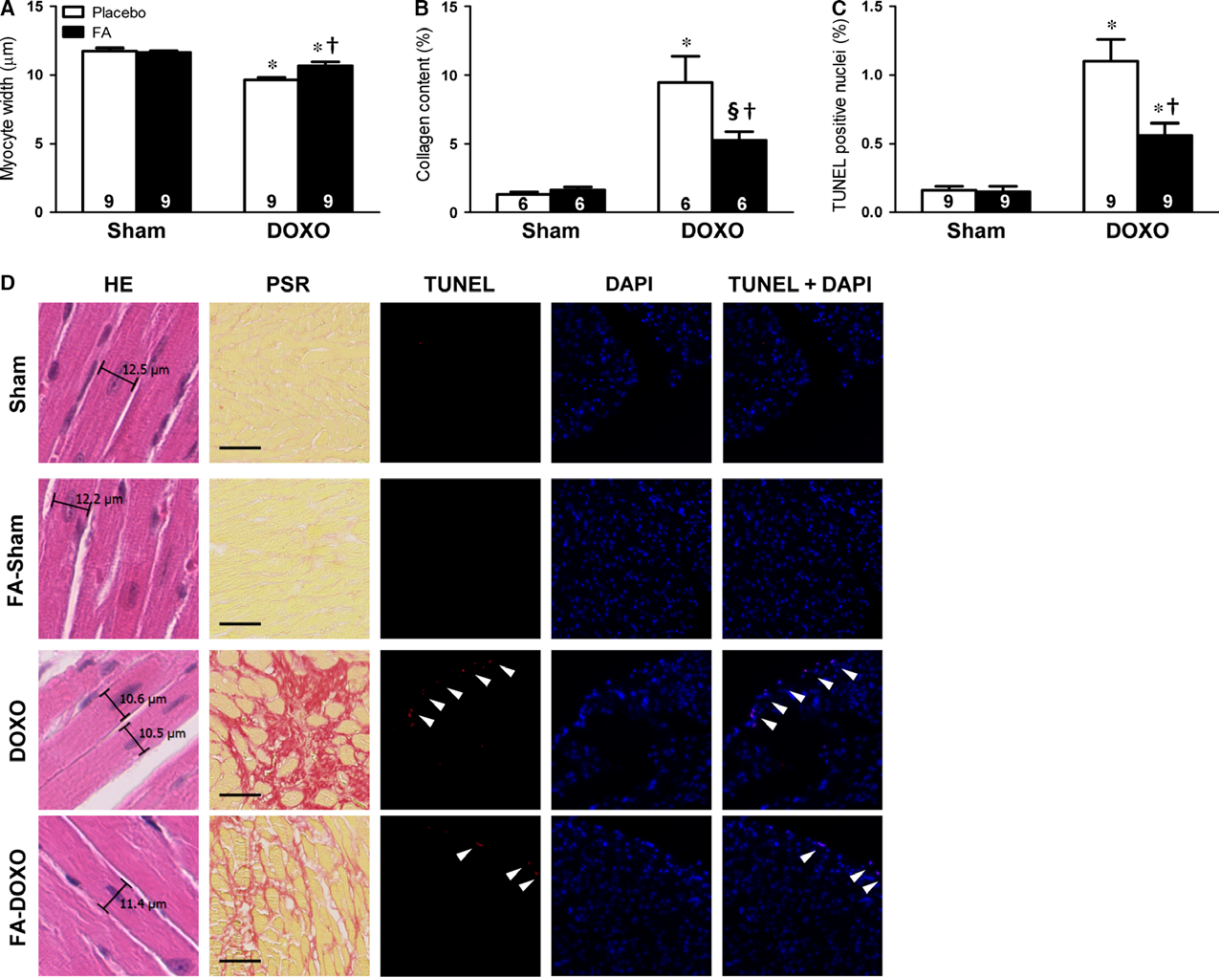
Effects on cardiomyocyte width, cardiac fibrosis and apoptosis. (**A**) Myocyte width evaluation using haematoxylin–eosin (HE) staining. (**B**) Collagen content measurements using picrosirius red (PSR) staining. (**C**) Cardiomyocyte apoptosis as assessed by TUNEL positive nuclei. (**D**) Representative images of stained sections. *P <* *0.01 *versus* corresponding Sham; §*P *<* *0.05 *versus* corresponding Sham; †*P *<* *0.01 FA‐DOXO *versus* DOXO.

### FA prevented DOXO‐dependent impairment of mitochondrial function and ultrastructure

DOXO has been shown to inhibit complex I of the electron transport chain and concomitantly induces mitochondrial dysfunction, while nitrate supplementation has been shown to protect mitochondrial oxygen respiration 5. Therefore, we hypothesized that FA, as NOS modulator, might exert further protective effects against mitochondrial dysfunction. As in our preliminary measurements we did not find any significant differences between the sham and FA‐sham groups, we merged the two groups into a single one to lower the number of animals used. We found that while ADP‐stimulated mitochondrial respiration (state 3) was diminished in the DOXO group, it was maintained in mice pre‐treated with FA (Fig. 4A).

**Figure 4:**
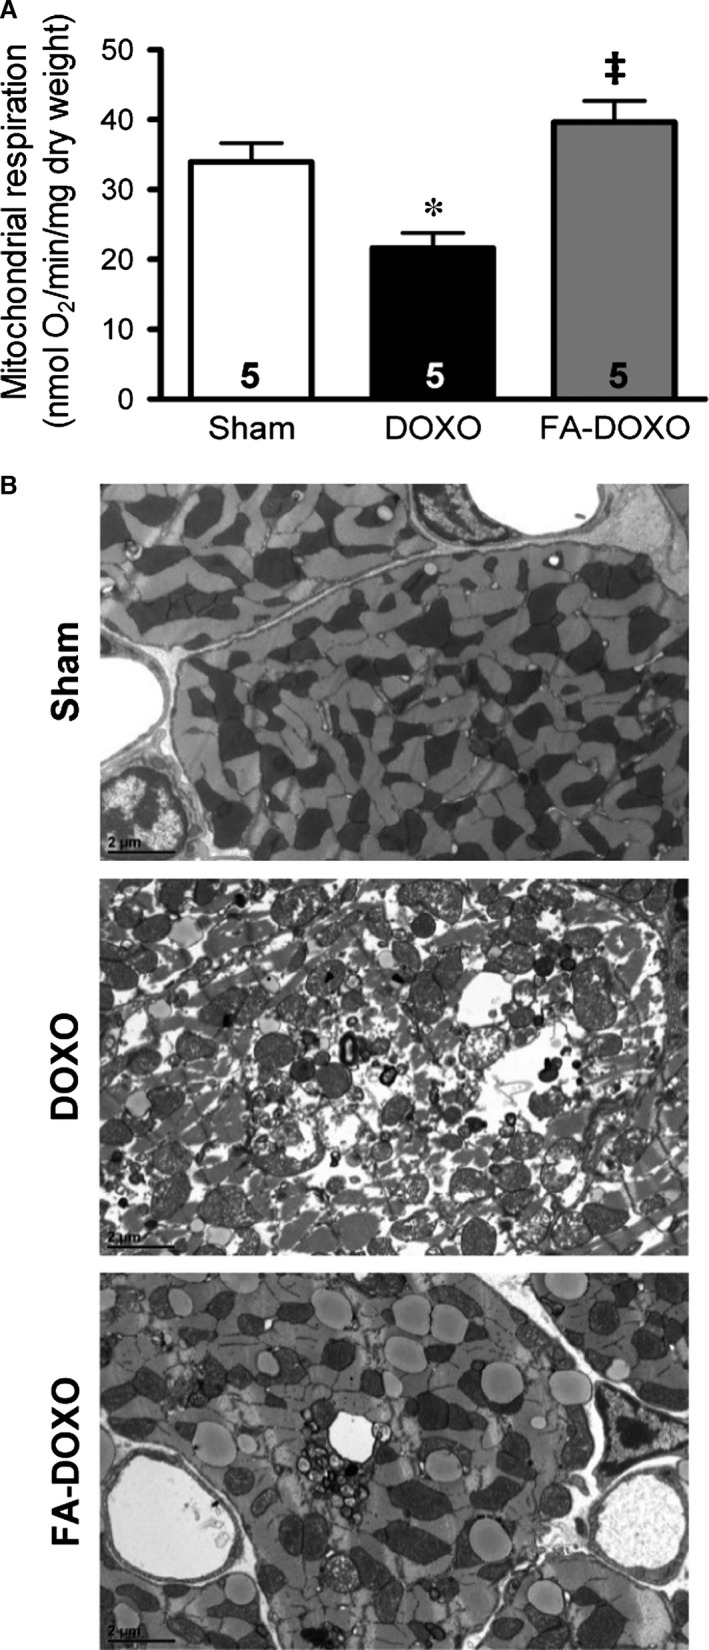
Effects on mitochondrial function and ultrastructure. (**A**) Mitochondrial oxygen consumption as measured by state 3. (**B**) Representative transmission electron microscopy images. *P <* *0.01 *versus* Sham; ‡*P *<* *0.05 *versus* DOXO.

Ultrastructural analysis of the sham group showed normal mitochondrial structure with preserved internal architecture and surrounding organized myofibrils (Fig. 4B). Samples of DOXO mice demonstrated prominent patchy myofibrillar loss and disarray. Moreover, mitochondria showed significant abnormalities, such as enlargement, contour irregularities, increased spacing between cristae and disruption of the internal architecture. Pre‐treatment with FA markedly prevented DOXO‐induced mitochondrial ultrastructural degeneration (Fig. 4B).

### FA blunted DOXO‐induced oxidative stress, eNOS and antioxidant dysregulation

To unravel the molecular underpinnings of the FA‐mediated protection against the deleterious effects of DOXO, we studied the effects of FA on DOXO‐induced oxidative stress. Indeed, superoxide anion production was significantly increased in LV homogenates from DOXO mice *versus* sham mice, which appeared to be largely NOS‐dependent, as it was markedly attenuated by the NOS inhibitor L‐NAME (Fig. 5A‐D). DOXO did not lead to changes in nNOS and iNOS levels or the respective monomer:dimer ratios (Fig. S2). However, DOXO increased the eNOS monomer:dimer ratio, indicative of eNOS uncoupling, and decreased eNOS phosphorylation at S1177, indicative of reduced eNOS activity (Fig. 5E and F).

**Figure 5:**
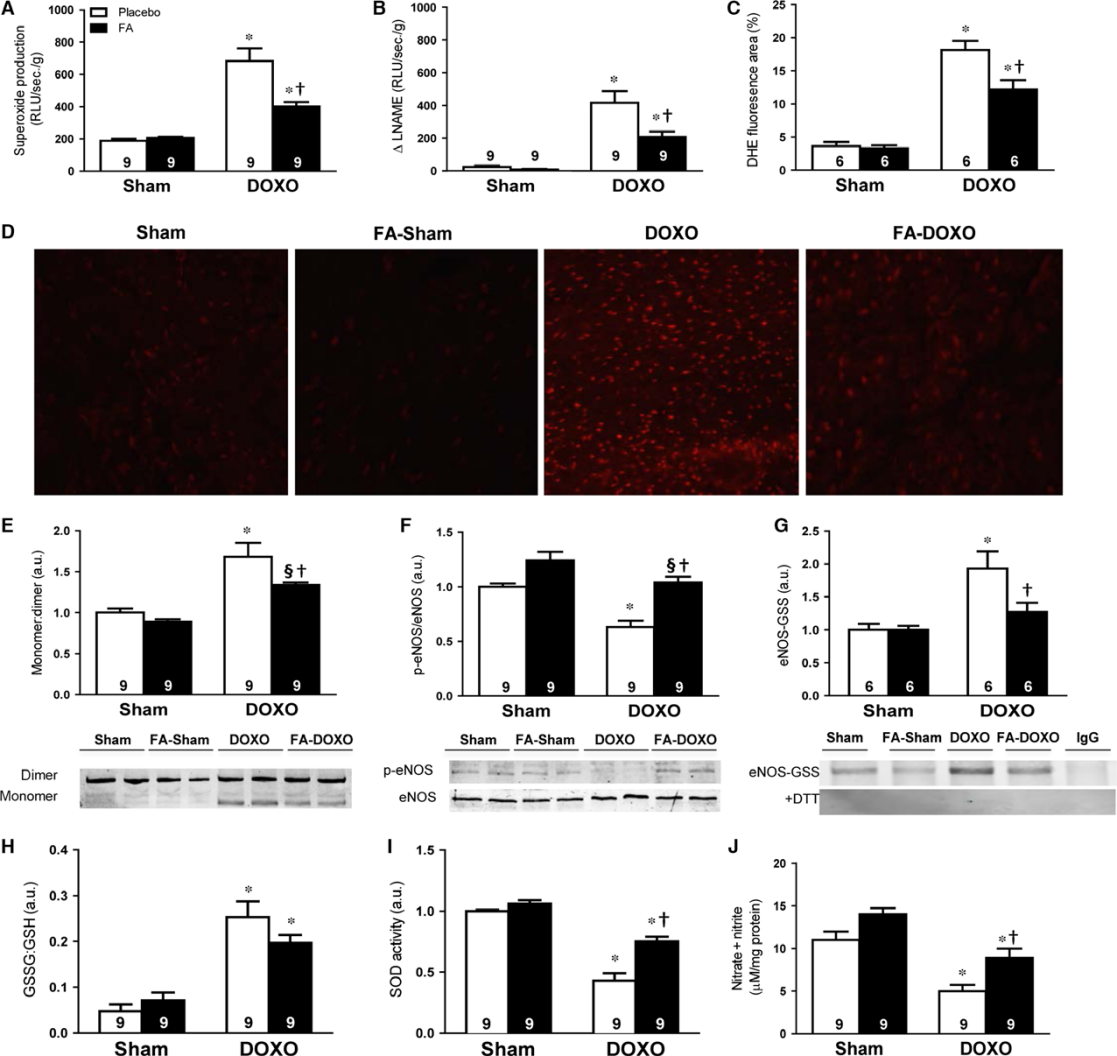
Effects on oxidative stress, endothelial nitric oxide synthase (eNOS) modulation and antioxidant system. (**A**) Using lucigenin‐enhanced chemiluminescence, superoxide anion production is expressed as the relative light unit (RLU) per second per gram of protein. (**B**) Substraction of lucigenin‐enhanced chemiluminescence with N^G^‐ nitro‐L‐arginine methyl ester (L‐NAME) incubation from total superoxide anion, presented as Δ L‐NAME. (**C**) Dihydroethidium (DHE) fluorescence quantification from LV sections. (**D**) Representative DHE‐stained sections. (**E**) Monomer:dimer ratio of eNOS. (**F**) Phosphorylation of eNOS at serine 1177. (**G**) S‐glutathionylation of eNOS. The representative co‐immunoprecipitation of eNOS without (top) and with (bottom) DTT to remove glutathionylation. Unspecific mouse IgG antibody was used as a negative control. (**H**) Ratio between oxidized glutathion (GSSG) and reduced glutathion (GSH). (**I**) Superoxide dismutase (SOD) activity. (**J**) Cardiac NO production analysed by total nitrate and nitrite. *P <* *0.01 *versus* corresponding Sham; §*P *<* *0.05 *versus* corresponding Sham; †*P *<* *0.01 FA‐DOXO *versus* DOXO.

S‐glutathionylation of eNOS has been recently found as the trigger of eNOS uncoupling 18. Therefore, we assessed the levels of eNOS S‐glutathionylation and found a significant increase related to DOXO *versus* sham (Fig. 5G*)*. S‐glutathionylation occurs due to elevation of glutathione disulphide (GSSG, oxidized glutathione) 18. The ratio GSSG to glutathione (GSH, reduced glutathione) was increased in DOXO *versus* sham group (Fig. 5H). In parallel, more than 50% superoxide dismutase (SOD) activity was decreased (Fig. 5I). DOXO reduced myocardial NO production by 50% *versus* sham mice (Fig. 5J).

Notably, pre‐treatment with FA restored eNOS and antioxidant enzymes dysregulation, which were associated with an increase in NO production and a decrease in NOS‐dependent superoxide anion formation (Fig. 5A–J).

### FA modulated DOXO‐induced transcriptomic changes

To further investigate the molecular mechanisms of FA‐mediated protection against DOXO‐induced cardiomyopathy, we performed genome‐wide expression profiling of LV samples. 

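Left ventricular RNA was hybridized to Affymetrix Mouse Gene 1.0 ST arrays, with 1 array per mouse, from 4 sham, 4 FA-sham, 6 DOXO and 6 FA-DOXO mice. The DOXO and FA-DOXO mice had received a single intraperitoneal injection of 20 mg/kg doxorubicin. The FA-sham and FA-DOXO mice had received 10 mg/day folic acid from 7 days before. Hearts were taken 10 days after the injection. The age is 9 to 11 weeks in the paper and 2 months in the sample labels. Each array gives 34760 transcript clusters on the log2 scale as deposited by the authors, and 21640 of them carry 1 gene symbol. The paper's text names R and Bioconductor and does not name the background correction or the between-array normalization. The arrays differed mainly in how widely their values spread. The SD of the values on an array was 1.27 ± 0.253 (mean ± SD over 4 mice) in sham, 0.957 ± 0.123 (4 mice) in FA-sham, 1.13 ± 0.265 (6 mice) in DOXO and 1.04 ± 0.185 (6 mice) in FA-DOXO hearts. The mean in FA-sham minus that in sham was -0.308 (two-sided exact permutation test, p = 0.0571; the smallest p that 4 mice against 4 allow is 0.0286). That in DOXO minus sham was -0.138 (two-sided exact permutation test, p = 0.424). The first principal component held 77.5% of the variance of the 20 arrays. It went with the array SD (Pearson's r = 0.996, Spearman's rho = 0.989, each p = 1e-05 from 100000 permutations, the smallest they can give), and r was 0.994 without the 2 arrays farthest from the median SD. A mean per group was fitted to each transcript cluster over all 20 arrays with limma, and the p-values were adjusted by the Benjamini-Hochberg method over all clusters of a comparison. Gene lists were compared with all other genes by limma's camera, with a preset correlation between genes of 0.01 and, beside it, with an estimated one. The lists and the rule for naming genes were fixed before the data were examined. The fit with the array SD as a covariate, printed in many places beside the reported fit, was added after the values had been seen. The number of arrays limits the precision. Of 200 clusters changed by 1 on the log2 scale in data simulated for 6 DOXO and 4 sham mice, 54% passed an adjusted p under 0.05. Of 200 changed by 2, 87% passed. The simulated values varied independently between clusters and lacked the spread that the clusters of an array share, so these percentages do not give the power in the real data.

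**Figure D1:**
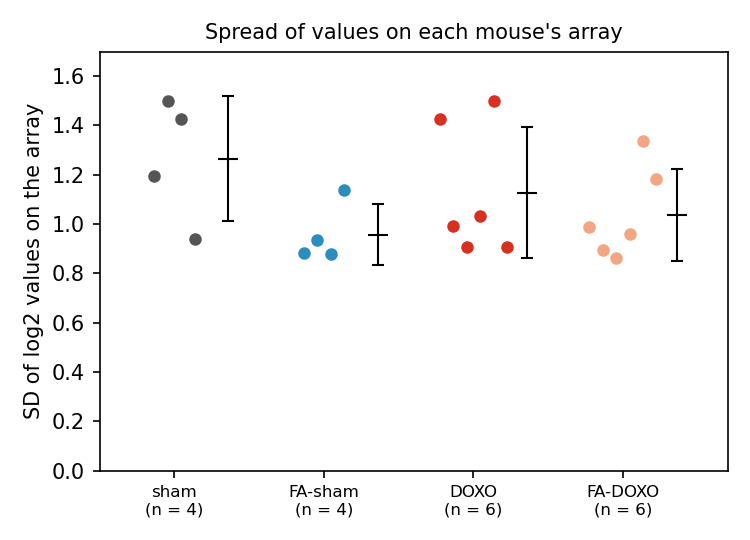
SD of the log2 values on each array, by group (4 sham, 4 FA-sham, 6 DOXO and 6 FA-DOXO mice). Points are mice, and the bars give the mean and SD of the group. Sham hearts had a mean of 1.27 and FA-sham hearts of 0.957.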

To extract biologically useful information, we examined those genes with an unadjusted *P *<* *0.01 as performed previously 15. 

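At this threshold, the neutrophil genes S100a8 and Ngp and the acute phase gene Saa3 were among the highest in DOXO against sham hearts, and H2-Aa and H2-Ab1 among the lowest. S100a8, which encodes a calcium-binding protein abundant in neutrophils, had a log2 fold change of 1.32 (standard error 0.315; 6 DOXO and 4 sham mice), and Ngp, a neutrophil granule protein, of 1.25 (standard error 0.350). Saa3, an acute phase protein, had a log2 fold change of 1.18 (standard error 0.293). Cxcl13, a chemokine that attracts B lymphocytes, had one of 1.25 (standard error 0.345). In the other direction, H2-Aa and H2-Ab1, which encode the chains of an MHC class II molecule, had log2 fold changes of -2.33 (standard error 0.466) and -1.84 (standard error 0.342). H2-Aa was lower in 6 of 6 DOXO mice than in every sham mouse (two-sided exact permutation test, p = 0.0048, the smallest p that 6 mice against 4 allow). The myosin light chain kinase Mylk4, the secreted phospholipase Pla2g5 and the interferon-inducible Ifi203 had log2 fold changes of -1.67, -1.66 and -1.53. Together with Mt2, these are the 5 largest differences in each direction among the clusters with 1 gene symbol that passed the threshold. None of them passed the correction over all clusters (limma, adjusted p = 0.307 for H2-Ab1, 0.324 for H2-Aa and 0.647 for each of the others). With no difference between groups, 347.6 clusters would pass this threshold on average in each comparison. Since the clusters share the spread of their array, a single count can lie far from that average. Other splits of the same mice gave medians of 138 (DOXO against sham), 40 (FA-DOXO against DOXO) and 34 (interaction), with highest counts of 23269, 8317 and 17618. For FA-sham against sham and FA-DOXO against FA-sham the medians were 49.5 and 19.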

Our analysis revealed that 152 transcript clusters were regulated by DOXO alone *versus* the sham group (Table S3), while 68 transcript clusters were differentially regulated between the FA‐DOXO and DOXO groups (Table S4). 

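In DOXO against sham hearts, acute phase, glucocorticoid-induced, immediate early and neutrophil genes were higher as groups at the preset correlation, and genes of the respiratory chain and of the endothelium were lower. In all, 21 of 38 lists were called, and at least as many in 39 of 100 splits of the mice, a count added after the values had been seen. FA-sham hearts, without doxorubicin, also differed from the same sham hearts. The neutrophil markers had a median of 0.45 there, and complex I genes were lower by more than in DOXO hearts. Both comparisons use the same 4 sham arrays, so a deviation of these arrays would shift both alike. Whether the shifts of these 2 lists are particular to doxorubicin can therefore not be told from them. The 28 neutrophil markers had a median log2 fold change of 0.33 and 26 of them were higher (camera, adjusted p = 8.3e-10; adjusted p = 0.284 with an estimated correlation). Of them 11 passed when adjusted over the list alone, S100a9 with a log2 fold change of 0.74 among them, and none over all genes. The 25 acute phase genes had a median of 0.35 (camera, adjusted p = 2.58e-06; adjusted p = 0.182 with an estimated correlation). Adjusted over the list alone 4 passed, among them C4b and Cebpd with log2 fold changes of 0.47 and 0.62. Glucocorticoid-induced genes had a median of 0.38 (23 genes; camera, adjusted p = 0.0115) and immediate early genes one of 0.26 (25 genes; camera, adjusted p = 0.0090). For both the adjusted p was 0.588 with an estimated correlation, and adjusted over the list alone Mt2 passed in the former and 0 genes in the latter. The subunits of respiratory complex I were lower in 35 of 35 genes, with a median of -0.84 (camera, adjusted p = 4.15e-09). Those of complexes II to V were lower in 39 of 39, with a median of -0.84 (camera, adjusted p = 2.29e-09). With an estimated correlation the adjusted p was 0.588 for both, and no gene of either list passed adjusted over the list alone. With the array SD as a covariate these medians were -0.14 and -0.13, and those of neutrophil, acute phase, glucocorticoid-induced, immediate early and endothelial genes 0.20, 0.39, 0.74, 0.32 and -0.07. Fatty acid oxidation and sarcomere genes had medians of -0.59 and -0.75 (camera, adjusted p = 7.39e-04 and 3.15e-04; adjusted p = 0.600 and 0.588 with an estimated correlation), which turned to 0.18 and 0.11 with the array SD as a covariate. Endothelial markers had a median of -0.35 (28 genes; camera, adjusted p = 2.58e-06; adjusted p = 0.588 with an estimated correlation). The apelin receptor gene Aplnr, at -1.05, passed adjusted over the list alone. Single mice ended some of these calls at the preset correlation: that of glucocorticoid-induced genes without each of sham mice 1 and 4 and DOXO mice 1 and 5 (medians 0.21 to 0.27), that of immediate early genes without sham mouse 4 or DOXO mouse 5 (0.30 and 0.16) and that of fatty acid oxidation genes without sham mouse 2 (-0.19). Without 1 mouse, the medians of complex I ran from -1.38 to -0.60, of complexes II to V from -1.48 to -0.52, of fatty acid oxidation from -1.23 to -0.19, of sarcomere genes from -1.37 to -0.35, of endothelial markers from -0.70 to -0.19 and of neutrophil markers from 0.22 to 0.53.
By the threshold of the paper, 364 transcript clusters differed between DOXO and sham hearts, 185 higher and 179 lower, and 192 of them carry 1 gene symbol. Centring each array on its median moved the median log2 fold change of all clusters from 0.10 to -0.02 and gave 137 higher and 323 lower. The 1 cluster that passed the correction over all clusters fell. It is annotated to several beta-globin genes, which encode a chain of haemoglobin, and its log2 fold change was -4.80 (standard error 0.546, limma, adjusted p = 0.0017). With the replicate number as a block it did not pass, nor without the 5 arrays of SD over 1.3, a setting added after the values had been seen. Its log2 value was 11.52 ± 1.11 (SD, n = 4) in sham, 10.07 ± 1.73 (SD, n = 4) in FA-sham, 6.72 ± 0.27 (SD, n = 6) in DOXO and 6.81 ± 0.12 (SD, n = 6) in FA-DOXO hearts. The number of clusters was 137 without sham mouse 2, 160 without sham mouse 3, 2581 without sham mouse 4, 735 without DOXO mouse 1 and 673 without DOXO mouse 5. With the array SD as a covariate, an alternative added after the values had been seen, it was 1440, and 59 passed the correction.

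**Figure D2:**
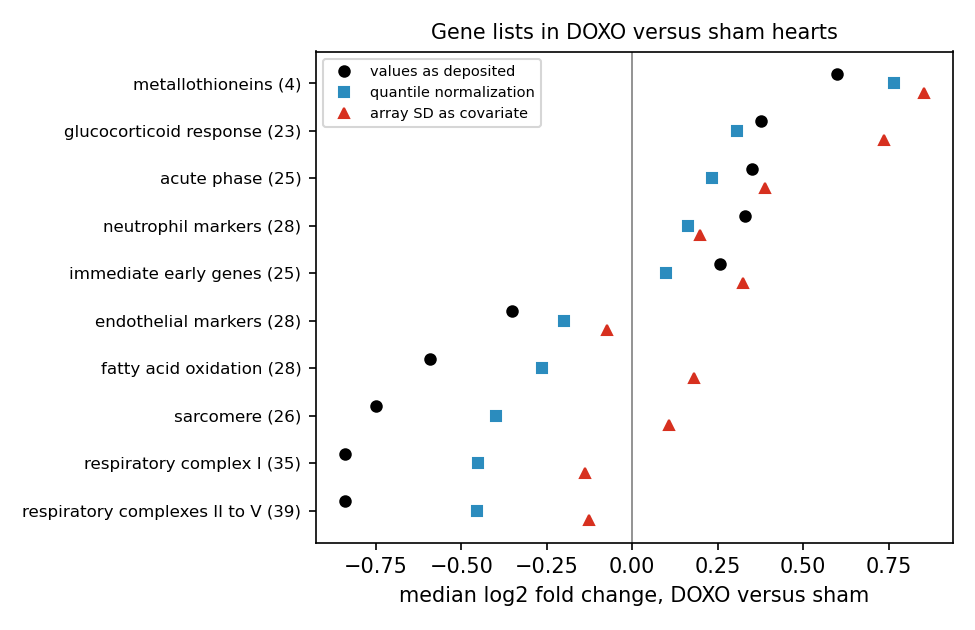
Median log2 fold change of gene lists in DOXO (n = 6) against sham (n = 4) hearts, for the values as deposited, after quantile normalization and with the array SD as a covariate; the number of genes measured stands in parentheses. The medians of fatty acid oxidation and sarcomere genes lie at -0.59 and -0.75 as deposited and at 0.18 and 0.11 with the covariate.

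**Figure D3:**
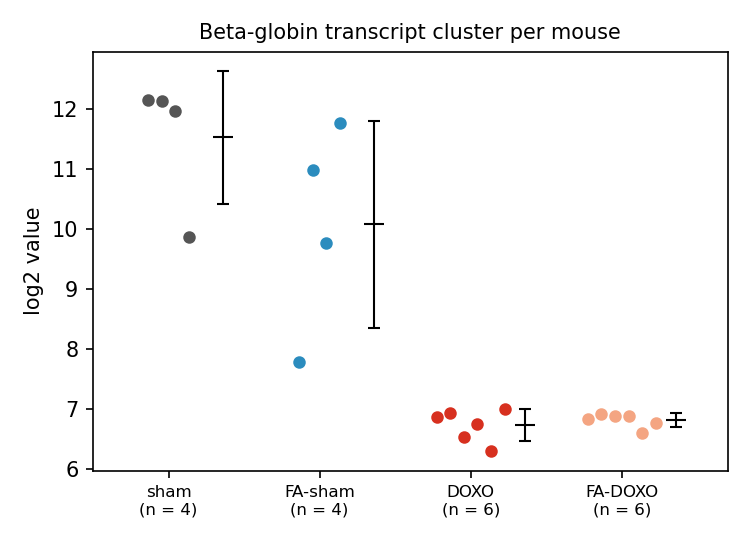
Log2 value of the beta-globin transcript cluster in each mouse, by group, with the mean and SD of the group. The 12 doxorubicin-treated mice lie at or below 7.00 and the other 8 mice at or above 7.78.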

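For FA-DOXO against DOXO hearts, 16 of 38 lists were called at the preset correlation, and at least as many in 60 of 100 splits of the mice. The other splits had a median of 20 lists, so the real grouping called no more than other groupings typically did. These split counts were added after the values had been seen. Glucocorticoid-induced genes were lower in FA-DOXO than in DOXO hearts in 19 of 23 genes, with a median of -0.37 (camera, adjusted p = 2.34e-06; adjusted p = 0.701 with an estimated correlation). Immediate early genes were lower in 23 of 25, with a median of -0.21 (camera, adjusted p = 1.1e-08; adjusted p = 0.701 with an estimated correlation). Acute phase genes were lower in 17 of 25, with a median of -0.16 (camera, adjusted p = 5.66e-05; adjusted p = 0.661 with an estimated correlation). No gene of these 3 lists passed when adjusted over the list alone, and without DOXO mouse 5 their medians were -0.06, -0.02 and -0.04. Without the 5 arrays of SD over 1.3, a setting added after the values had been seen, that of glucocorticoid-induced genes was 0.0081, that of immediate early genes lay within 0.01 of 0 and that of acute phase genes was -0.055, and none of the 16 lists called in this comparison was called. The 33 antioxidant enzymes had a median of -0.33 (camera, adjusted p = 1.06e-06; adjusted p = 0.701 with an estimated correlation), which turned to 0.06 with the array SD as a covariate. Without DOXO mouse 1 it was -0.08, and without DOXO mouse 5 it was 0.0022. Between FA-DOXO and DOXO hearts 55 clusters differed, 46 higher and 9 lower, 13 of them with 1 gene symbol. The excess of higher clusters depends on the scaling: quantile normalization gave 42 higher and 45 lower, and centring each array 40 higher and 31 lower. Of all clusters, limma gave 0 at an adjusted p under 0.05 and 455 at an unadjusted p under 0.05. The histone gene H2ac4, at 0.54 (standard error 0.185), was the highest of those 13 that is no olfactory receptor or predicted gene. The number of clusters was 36 without DOXO mouse 5, 90 without DOXO mouse 6, 35 without FA-DOXO mouse 1, 27 without FA-DOXO mouse 2 and 83 without FA-DOXO mouse 5.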

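The interaction compares the difference between FA-DOXO and DOXO hearts with that between FA-sham and sham hearts. It was negative for Saa3, with a log2 value of -1.21 (standard error 0.414), and for Clec4e, a receptor of myeloid cells, at -0.73 (standard error 0.231). It was positive for Cxcl9, a chemokine induced by interferon gamma, at 0.94 (standard error 0.309), and for Nrep at 1.17 (standard error 0.386). The zinc finger genes Zfp931 and Zfp141 and the unconventional myosin Myo9a had values of 1.62, 1.24 and 1.06, and the axonemal dynein Dnah3 one of -0.77. None of these 8 genes passed the correction (limma, adjusted p = 0.570 for each). After quantile normalization only Saa3, Zfp141 and Dnah3 of them passed an unadjusted p under 0.01, and Cxcl9 and Nrep had 0.44 and 0.54. With the array SD as a covariate, the interactions of Cxcl9 and Nrep were 0.93 and 1.05, and FA-DOXO against DOXO hearts gave 0.23 and 0.16. Most of the interaction of these 2 genes thus came from lower values in FA-sham than in sham hearts. In all, 161 transcript clusters passed an unadjusted p under 0.01, 72 positive and 89 negative, and 52 carry 1 gene symbol. In this comparison limma gave 0 at an adjusted p under 0.05 and 1803 at an unadjusted p under 0.05. With each array centred on its median, which moved the median of all clusters from -0.13 to 0.04, 166 were positive and 82 negative. Genes of respiratory complex I and of complexes II to V had a median interaction of 1.45 each (35 and 39 genes; camera, adjusted p = 6.27e-12 for both; adjusted p = 0.520 with an estimated correlation). Fatty acid oxidation genes had one of 1.37 (28 genes; camera, adjusted p = 2.48e-08; adjusted p = 0.520 with an estimated correlation). With the array SD as a covariate these medians were 0.34, 0.39 and 0.06. Between FA-DOXO and DOXO hearts the genes of both sets of complexes were not higher as deposited. Without 1 mouse their medians ran from -0.61 to -0.02 and from -0.71 to -0.0005. The positive interaction of these 2 lists thus came from lower values in FA-sham than in sham hearts. At least 21 lists, the number called here, were called in 39 of 100 splits of the mice, a count added after the values had been seen. The 28 neutrophil markers had a median of -0.43 (camera, adjusted p = 1.52e-05; adjusted p = 0.520 with an estimated correlation), and no gene of these 4 lists passed adjusted over the list alone. The count of clusters was 76 without sham mouse 2, 85 without sham mouse 3, 1707 without sham mouse 4, 80 without FA-sham mouse 1, 79 without FA-sham mouse 3 and 280 without FA-sham mouse 4. It was 427 without DOXO mouse 1 and 432 without DOXO mouse 5, and 100 without each of DOXO mouse 3, FA-DOXO mouse 5 and FA-DOXO mouse 6.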

Interestingly, 71 transcript clusters were found significant by the interaction analysis (Table S5). Among the most up‐regulated genes by DOXO, we identified a ca. 10‐fold increase in metallothionein‐2 (*Mt2*), a gene that is involved in oxidative stress, and apoptotic factor lipocalin‐2 (*Lcn2*) with a ca. fivefold increase compared with controls. Furthermore, we found that the desmosomal gene *Adam4* was repressed in DOXO‐treated mice by ca. 30%, while its expression was restored in FA‐DOXO‐treated mice. Also, several members of the cysteine protease inhibitors (stefins) were induced in DOXO‐treated mice *versus* controls, while their expression was normalized by FA.

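Mt2, a metal-binding stress protein, and Lcn2, an iron-binding acute phase protein also made by neutrophils, had higher values in 6 of 6 DOXO mice than in every sham mouse. The log2 value of Mt2 was 8.76 ± 1.04 (SD, n = 4) in sham and 11.55 ± 1.39 (SD, n = 6) in DOXO hearts, a 6.89-fold difference. Its log2 fold change was 2.78 (standard error 0.747; two-sided exact permutation test, p = 0.0095). That of Lcn2 was 6.40 ± 0.09 (SD, n = 4) in sham and 8.65 ± 2.22 (SD, n = 6) in DOXO hearts, a 4.77-fold difference. Its log2 fold change was 2.25 (standard error 0.871; two-sided exact permutation test, p = 0.0667). Mt2 passed the paper's threshold of an unadjusted p under 0.01 by limma, and Lcn2 did not. Neither passed the correction over all transcript clusters (limma, adjusted p = 0.647 for both). The 4 metallothioneins were higher as a group, with a median log2 fold change of 0.60 (camera, adjusted p = 0.0110; adjusted p = 0.182 with an estimated correlation). Without sham mouse 4 or DOXO mouse 5 the group was not called (medians 0.54 and 0.45). Adjusted over the list alone 1 gene passed, Mt2, and Mt1 had a log2 fold change of 0.83 (two-sided exact permutation test, p = 0.381; 6 and 4 mice). Of the genes of oxidative defence, Sod1, Sod2 and Sod3, the superoxide dismutases, had log2 fold changes of 0.09, -1.39 and 0.13. None of these genes passed the correction over all clusters, so a fall of Sod2 is not shown. The 33 antioxidant enzymes had a median of -0.12 (camera, adjusted p = 0.177), which turned to 0.34 with the array SD as a covariate (camera, adjusted p = 0.0034). The 29 genes of the apoptosis machinery had a median of -0.05 (camera, adjusted p = 0.249), which turned to 0.07 with that covariate. For 32 p53 targets the median was 0.06 and the mean -0.07 (camera, adjusted p = 0.611), and the median turned to -0.01 after quantile normalization. The p53 target Cdkn1a is not among them, since its cluster is annotated to another gene as well. That cluster was higher in DOXO than in sham hearts and did not pass the correction as deposited. Its log2 fold change was 1.06 after quantile normalization and 2.14 with the array SD as a covariate (limma, adjusted p = 0.0281 with the covariate). With the array SD as a covariate the log2 fold changes of Mt2 and Lcn2 were 3.42 and 2.97, and both passed the correction. With limma's array weights the folds were 2.85 and 2.18. These weights rest the sham mean almost wholly on sham mouse 3 (weight 86.0, against 0.43 or less in each other sham mouse). Without DOXO mouse 5 the fold of Lcn2 was 3.12.

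**Figure D4:**
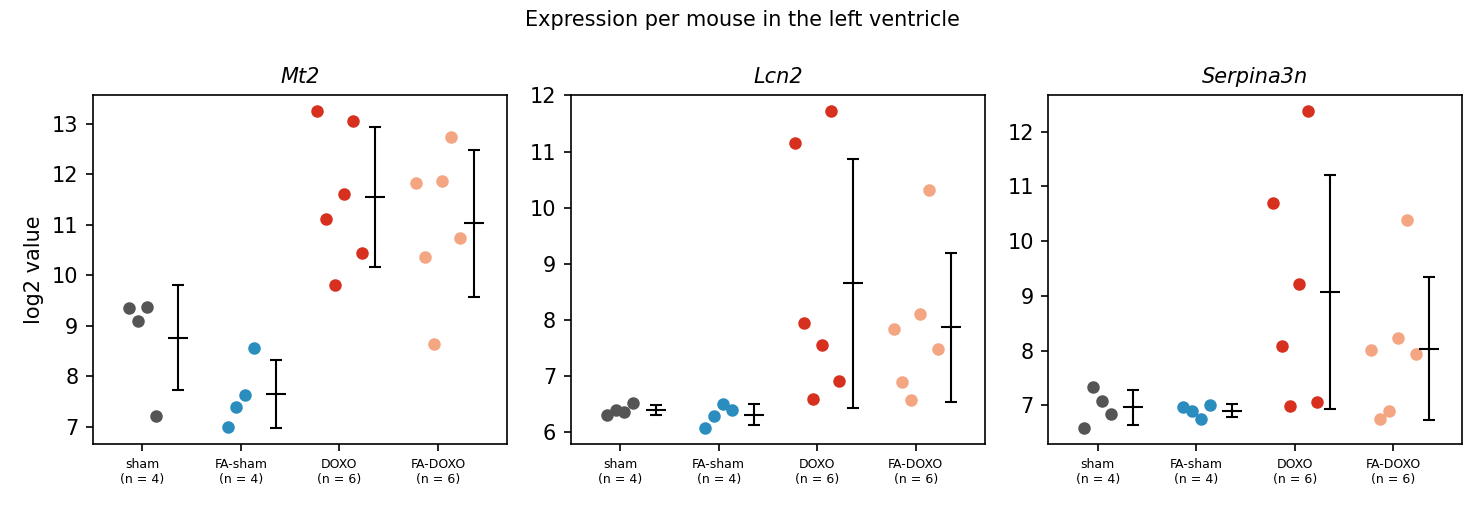
Log2 values of Mt2, Lcn2 and Serpina3n in each mouse, by group (4 sham, 4 FA-sham, 6 DOXO and 6 FA-DOXO mice), with the mean and SD of the group. For Mt2 and Lcn2, 6 of 6 DOXO mice lie above every sham mouse.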

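Adam4, which the paper names as a desmosomal gene, had a lower mean in DOXO hearts than in sham hearts and a higher one in FA-DOXO than in DOXO hearts. Its log2 value was 6.57 ± 0.23 (SD, n = 4) in sham, 6.66 ± 0.21 (SD, n = 4) in FA-sham, 6.22 ± 0.29 (SD, n = 6) in DOXO and 6.61 ± 0.17 (SD, n = 6) in FA-DOXO hearts. These values lie near the medians of the arrays, which ran from 6.23 to 6.66. By limma, DOXO against sham hearts did not pass the paper's threshold of an unadjusted p under 0.01. The log2 fold change there was -0.34 (standard error 0.153), a decrease of 21.2% (two-sided exact permutation test, p = 0.0714). That of FA-DOXO against DOXO hearts was 0.39 (standard error 0.137), and 6 of 6 FA-DOXO mice lay above the mean of the DOXO mice (two-sided exact permutation test, p = 0.0195). Neither comparison passed the correction over all clusters (limma, adjusted p = 0.647 and 1.00), and the interaction was 0.29 (standard error 0.216, limma, adjusted p = 0.570). Another cluster, annotated to Adam4 together with another gene, had a log2 fold change of 0.35 in DOXO against sham hearts. With limma's array weights, which rest the sham mean almost wholly on sham mouse 3, the log2 fold change of Adam4 in DOXO against sham hearts was 0.01. The 21 genes of the desmosome and intercalated disc, Adam4 among them, had a median of -0.25 and 17 were lower (camera, adjusted p = 0.0271; adjusted p = 0.588 with an estimated correlation). Of them 0 passed adjusted over the list alone, and the median turned to 0.09 with the array SD as a covariate. In that list the plakophilin Pkp3 had a log2 fold change of 0.36 (standard error 0.139) and the desmocollin Dsc2 one of -0.41 (standard error 0.228).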

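Of the stefins, inhibitors of cysteine proteases, Stfa2 and Stfa3 had higher means in DOXO than in sham hearts, and Csta1 did not differ. Stfa2 had a log2 fold change of 0.81 (standard error 0.264; two-sided exact permutation test with 6 and 4 mice, p = 0.0619) and Stfa3 one of 0.31 (standard error 0.139; two-sided exact permutation test, p = 0.0286). A cluster annotated to 2 stefins had one of 1.18 (standard error 0.324; two-sided exact permutation test, p = 0.0286) and a cluster annotated to 3 one of 0.63 (two-sided exact permutation test, p = 0.0429). Csta3, Cstdc6, Csta2, Cstb and Csta1 had log2 fold changes of 0.46, 0.38, 0.12, 0.02 and -0.003. That of Csta2 turned to -0.12 with the array SD as a covariate. That of Csta1 turned to 0.19 with array weights, which rest the sham mean almost wholly on sham mouse 3. No stefin passed the correction over all clusters. As a group, the stefins were not called (median 0.31 over 7 genes; camera, adjusted p = 0.0563), and 1 of them, Stfa2, passed when adjusted over the list alone. Between FA-DOXO and DOXO hearts, Stfa2 differed by -0.44 (two-sided exact permutation test, p = 0.212; 6 mice each) and the cluster annotated to 2 stefins by -0.54 (two-sided exact permutation test, p = 0.199). Without 1 mouse the difference of Stfa2 ran from -0.58 to -0.23. Stfa3 differed by 0.01, which turned to -0.11 after quantile normalization, and Csta3 by 0.18. Csta1 differed by 0.38 (standard error 0.146; two-sided exact permutation test with 6 and 6 mice, p = 0.0065), and the median of the group was 0.05 (camera, adjusted p = 0.437). Markers of neutrophils, cells that express stefins, were higher in DOXO than in sham hearts (score per mouse, two-sided exact permutation test, p = 0.0048 with 6 and 4 mice; adjusted p = 0.181 over the 38 lists). Between FA-DOXO and DOXO hearts their median was -0.03 (camera, adjusted p = 0.172). FA-sham against sham hearts, without doxorubicin, had log2 fold changes of 0.48 for Stfa3 and 0.83 for Csta3, and the neutrophil markers had a median of 0.45 there. From the comparisons of the DOXO mice with controls and with FA-treated mice, the paper states that several stefins were induced by DOXO and that FA normalized their expression.

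**Figure D5:**
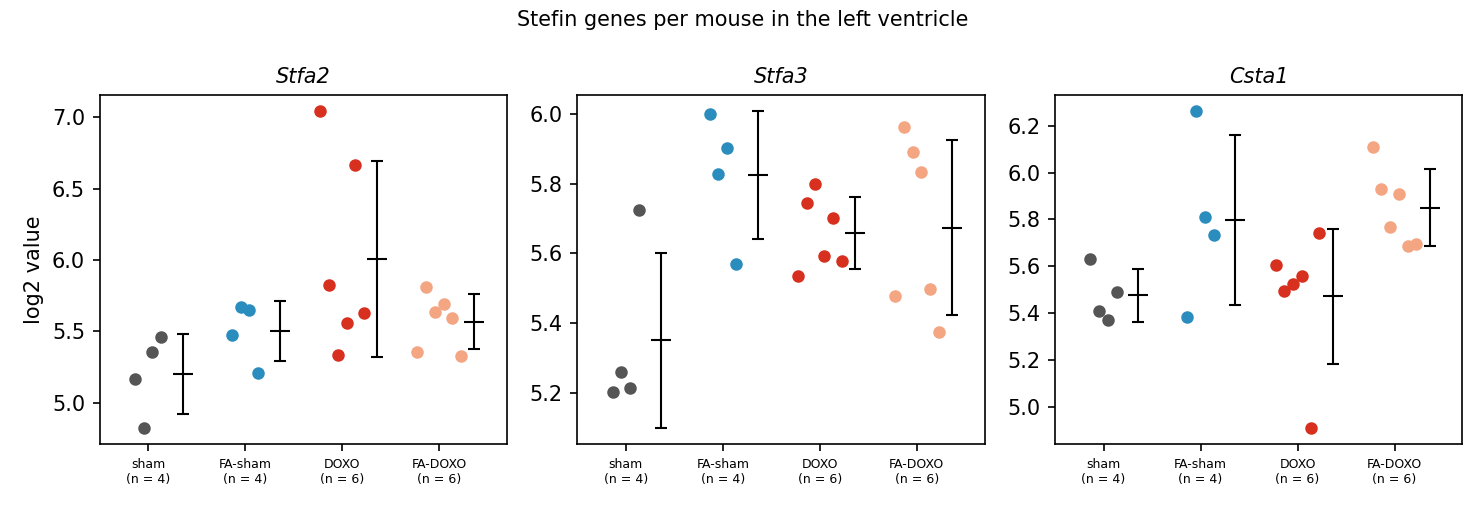
Log2 values of Stfa2, Stfa3 and Csta1 in each mouse, by group (4 sham, 4 FA-sham, 6 DOXO and 6 FA-DOXO mice), with the mean and SD of the group. The mean of Stfa2 in DOXO hearts lies 0.81 above that in sham hearts.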

To validate genes involved in DOXO‐induced cardiomyopathy and modulated by FA, we performed quantitative real‐time RT‐PCR analysis selecting several candidates that exhibited significant induction. 

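On the arrays, Serpina3n, an acute phase protease inhibitor, had a log2 value of 6.96 ± 0.32 (SD, n = 4) in sham and 6.90 ± 0.12 (SD, n = 4) in FA-sham hearts. It was 9.07 ± 2.14 (SD, n = 6) in DOXO and 8.03 ± 1.31 (SD, n = 6) in FA-DOXO hearts. The mean in DOXO hearts was 4.32-fold higher than in sham hearts (log2 fold change 2.11, standard error 0.848, limma, adjusted p = 0.647; two-sided exact permutation test, p = 0.0905), and 2.73-fold higher without DOXO mouse 5. By limma, Serpina3n did not pass the paper's threshold of an unadjusted p under 0.01 in DOXO against sham hearts. In FA-DOXO hearts, the log2 value was 11.03 ± 1.45 (SD, n = 6) for Mt2 and 7.87 ± 1.33 (SD, n = 6) for Lcn2. Between FA-DOXO and DOXO hearts, the log2 fold change was -0.52 for Mt2 (standard error 0.669; two-sided exact permutation test with 6 mice each, p = 0.532) and -0.79 for Lcn2 (standard error 0.779; two-sided exact permutation test, p = 0.450), which turned to 0.17 and 0.08 with array weights. It was -1.04 for Serpina3n (standard error 0.759; two-sided exact permutation test, p = 0.314). All 3 differences lay within the spread between the mice of a group. Without DOXO mouse 5 that of Serpina3n was -0.38 and that of Lcn2 -0.17, and without FA-DOXO mouse 3 that of Mt2 was -0.04. The interaction was -0.70 for Lcn2 (limma, adjusted p = 0.738), -0.98 for Serpina3n and 0.60 for Mt2, which turned to -0.40 with the array SD as a covariate.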

Similar to the microarray data analysis, we found that DOXO induced the expression of *Mt2, Lcn2,* and *Serpina3n*, which was decreased by FA (Fig. 6A–C). We further analysed the expression of foetal genes and found a decrease in *Acta1* and an increase in *Nppa* and *Nppb* expression in the DOXO group, which was normalized in the FA‐DOXO group (Fig. 6D–F).

**Figure 6:**
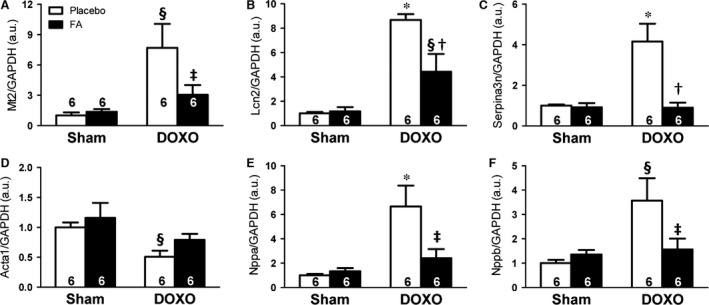
Effects on transcriptomic regulation. Messenger RNA levels of *Mt2* (**A**), *Lcn2* (**B**), *Serpina3n* (**C**), *Acta1*(**D**), *Nppa* (**E**), *Nppb* (**F**) normalized to *Gapdh*. *P <* *0.01 *versus* corresponding Sham; §*P *<* *0.05 *versus* corresponding Sham; †*P *<* *0.01 FA‐DOXO *versus* DOXO; ‡*P *<* *0.05 FA‐DOXO *versus* DOXO.

## Discussion

In a mouse model of DOXO‐induced cardiomyopathy, we report for the first time that pre‐treatment with FA, an eNOS modulator, attenuated DOXO‐induced mortality and markedly reduced LV structural damage. Oral supplementation of FA attenuated cardiomyocyte atrophy, cardiac apoptosis and fibrosis, maintained mitochondrial integrity and reduced superoxide anion production. Mechanistically, our data suggest that these cardioprotective effects of FA may be mediated *via* eNOS recoupling, with enhanced phosphorylation of eNOS at S1177 and reduced glutathionylation of eNOS, both of which result in improved cardiac NO production.

Anthracycline‐induced cardiomyopathy remains a significant problem in both oncology and cardiology practices 2. Our hypothesis to test a pharmacological intervention with FA against DOXO‐induced cardiomyopathy was based on the ability of FA to improve outcome in primary prevention of cardiovascular disease 7, 8. Our data demonstrate that treatment with FA significantly reduced DOXO‐induced mortality. This raised the question whether FA could actually interfere with and attenuate the antitumour capacity of DOXO. Our *in vitro* data showed that co‐administration of DOXO and FA to the tumour cell lines HeLa and MDA‐MB‐231 did not interfere with DOXO main effects, as DOXO was still able to exert its antitumour actions.

The effects of DOXO on LV remodelling and dysfunction are still incompletely understood, as several studies in rodents have demonstrated contradictory results depending on the dose and duration following DOXO administration. Consequently, DOXO has been reported to elicit inward remodelling 9, 19, outward remodelling 20, 21 or no effects on cardiac remodelling 22, 23, irrespective of the observed reductions in stroke volume 19, 23, 24 and cardiac output 25. In our model, DOXO induced inward LV remodelling, as indicated by the reduced cardiac dimensions resulting in decreased stroke volume. However, the pre‐treatment with FA led to a significant reduction in DOXO‐induced cardiomyopathy, and cardiac morphometry and function were normalized back to sham levels.

Consistent with previous observations 20, 21, we observed that interstitial fibrosis and apoptosis are prominent features of DOXO‐induced cardiomyopathy and likely contributed to the effects of DOXO on LV dysfunction. FA not only attenuated these pathological changes, but also reduced DOXO‐induced cardiomyocyte atrophy, thereby blunting the loss of LV mass.

Furthermore, it was demonstrated that DOXO results in desmin disruption and myofibrillar disorganization 26. As desmin adheres to mitochondria, desmin disarray might be related with mitochondrial dysfunction. Along this line, previous studies have suggested the involvement of mitochondria in DOXO‐induced cardiomyopathy 5, 26. In the present study, we confirmed DOXO‐induced mitochondrial dysfunction, as indicated by impaired mitochondrial function and major mitochondrial morphological changes. Notably, FA was able to normalize mitochondrial function and to maintain mitochondrial integrity.

FA regulates intracellular eNOS signalling *via* indirect or direct mechanisms, including eNOS phosphorylation at multiple residues 7, leading to NO release and restoring the balance between NO and superoxide anion production, which is associated with cardioprotection. However, the role of eNOS in DOXO‐induced cardiomyopathy remains incompletely understood. It was reported that DOXO generates superoxide anion, which was decreased in eNOS KO mice and increased in mice with overexpression of eNOS 27. These results suggested that DOXO induces superoxide anion *via* an eNOS‐dependent mechanism, and removal of dysfunctional eNOS is beneficial against DOXO‐induced cardiomyopathy. However, the authors did not find eNOS uncoupling at day 5 in WT mice, while we found eNOS uncoupling at day 10. Importantly, we found that pre‐treatment with FA prevented eNOS uncoupling and normalized the phosphorylation of eNOS at S1177, resulting in decreased superoxide anion generation and restored myocardial NO production, thereby leading to an adaptive response preserving cardiac function, ultimately providing cardioprotection and improving mortality. Therefore, it would be very informative to obtain data on eNOS uncoupling on a later time‐point or in mice overexpressing eNOS, which could be compared with the data presented here.

We also found a significantly decreased total LV SOD activity in DOXO mice, which was blunted by pre‐treatment with FA. In addition, S‐glutathionylation of eNOS, which can be a direct result of elevated GSSG levels or an indirect result of the formation of unstable protein radicals, may adversely modulate eNOS structure and function and generate superoxide anion 18. Thus, it is important to understand the effect of this oxidative modification and modulate S‐glutathionylation. Interestingly, we found that DOXO increased the GSSG:GSH ratio, leading to S‐glutathionylation of eNOS, and that this was blunted by pre‐treatment with FA.

There are other mechanisms by which DOXO can lead to altered cardiac metabolism and induce superoxide anion generation 3. These include DOXO‐induced ROS generation through topoisomerase II‐dependent DNA double‐strand breaks, which lead to apoptosis and mitochondrial damage 28. Recently, a novel mechanism on the involvement of late sodium current (*I*_Na_) in the modulation of cardiac redox balance in DOXO‐induced cardiomyopathy was reported 29. Interestingly, it was shown that ranolazine, an *I*_Na_ inhibitor, protects against DOXO‐induced cardiac dysfunction and remodelling 29. Furthermore, both DOXO and FA have been shown to produce alterations in DNA methylation status in the heart 30, 31. On the basis of these observations, it is possible that other effects of FA may have also contributed to the protection against DOXO‐induced toxicity.

The molecular signalling pathways linking ROS with gene modifications involved in pathophysiological remodelling of the heart are not fully understood. Therefore, we performed comparative transcriptomic analysis, which revealed marked DOXO‐induced up‐regulation of *Nppa* and *Nppb*, which are markers of cardiac dysfunction, and down‐regulation of the desmosomal gene *Adam4* and the cysteine protease inhibitors stefins. 

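On the arrays, neither Nppa nor Nppb, which encode natriuretic peptides, differed between DOXO and sham hearts by more than the spread between mice. Nppa had a log2 fold change of -0.32 (standard error 0.741; two-sided exact permutation test with 6 and 4 mice, p = 0.70), which turned to 0.14 after quantile normalization and to 0.32 with the array SD as a covariate. Without sham mouse 4 this log2 fold change was -0.81. Nppb had one of 0.20 (standard error 0.574; two-sided exact permutation test with 6 and 4 mice, p = 0.733), which turned to -0.35 with limma's array weights and to -0.20 without sham mouse 4. These weights rest the sham mean almost wholly on sham mouse 3. The 18 foetal and stretch genes of cardiomyocytes had a median of -0.02 (camera, adjusted p = 0.347), which turned to 0.06 after quantile normalization and to 0.20 with the covariate. None of them passed when adjusted over the list alone. Among them, Myh7, the slow myosin heavy chain, had a log2 fold change of 2.19 (standard error 0.869). Of the 7 stefins with a cluster of their own, 6 had a higher mean in DOXO than in sham hearts.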

Desmosomes are crucial for tissue homoeostasis and cardiac integrity 32. The cysteine protease inhibitors stefins have been proposed as prognostic and diagnostic tools for cancer and may have an important role in desmosome‐mediated cell–cell adhesion 33. The role of this regulatory family in the heart is unknown and warrants further investigation. Although in the present study we did not measure protein abundance or activity, we put forward that these may be additional mechanisms involved in the protective effects of FA against DOXO‐induced cardiomyopathy.

Our study was limited to a single dose of acute DOXO administration in mice in the absence of cancer, while in patients DOXO is chronically administered. However, this is an established model of DOXO‐induced cardiomyopathy that shares features with the cardiomyopathy observed in patients following chronic administration of DOXO 9, 10, 27, and our *in vitro* data showed that co‐administration of FA did not affect the tumour cell‐killing capacity of DOXO. Nevertheless, further experiments are necessary to investigate the effects of FA in a chronic model of DOXO administration, which may reflect the clinical situation more closely. Moreover, in our study, mortality reached 70% after 10 days of DOXO administration, which might be considered relatively high. However, 50% mortality was previously reported after 8 days of DOXO administration 27, at which point we observed 60% mortality, and even 90% mortality after 10 days of DOXO administration has been reported 10. It has to be noted, however, that this might be a strain‐specific effect, as ca. 21% mortality was reported after 9 days of DOXO administration in CF‐1 outbred mice 34. Furthermore, we limited ourselves to a single dose of FA, which does not exclude varying effects at different doses. Nevertheless, our study indicates that FA decreased acute DOXO‐induced cardiomyopathy and mortality even at supratherapeutic levels of DOXO. Considering the sex differences in DOXO cardiotoxicity recently reported 35, it would also be interesting to assess whether the efficacy of FA to attenuate DOXO‐induced cardiomyopathy might differ between the sexes.

In conclusion, the development of therapeutic strategies targeting eNOS *via* FA supplementation may prove a major step forward in addressing DOXO‐induced cardiomyopathy. Considering its robust safety profile and its widespread use as dietary supplement, FA may hold promise for oncologists and haematologists to prevent DOXO‐induced cardiomyopathy and mortality (Fig. 7).

**Figure 7:**
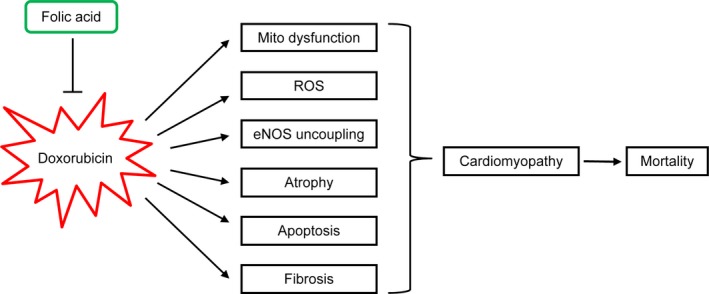
Schematic presentation of the prevention of DOXO‐induced cardiomyopathy and mortality by FA.

## Conflict of interest

The authors confirm that there is no conflict of interest.

## Funding source

This work was supported by the Dutch Heart Foundation (NHS project number 30982277) and NWO/ZonMw (Vidi/Aspasia‐funding).

## Author contribution

YO, ALM and DJD conceived the study. YO, GK and ALM designed the study. YO, GK, MdB, RK, MS, HD, FKV, HD, IC and MMB acquired the data. Yo, GK, MdB, HD, FKV, DF, CC and SJ analysed and interpreted the data. YO, GK and DJD drafted the manuscript. All authors critically revised the manuscript for important intellectual content and approved the manuscript for submission.

## Supporting information

**Figure S1** Folic acid (FA) effects on doxorubicin (DOXO)‐treated HeLa and MDA‐MB‐231 cells
**Figure S2** Neuronal and inducible nitric oxide synthase (nNOS and iNOS, respectively) protein levels normalized to GAPDH and monomer (m):dimer (d)
**Table S1** Primer sequences for real‐time RT‐PCR
**Table S2** Anatomical data
**Table S3** DOXO‐regulated probe sets
**Table S4** FA effects on gene expression after DOXO injection
**Table S5** Interaction analysis of sham, DOXO and DOXO with FA on gene expression Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

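Expression in left ventricles was measured on Affymetrix Mouse Gene 1.0 ST arrays, a 1-colour platform, in 4 sham, 4 FA-sham, 6 DOXO and 6 FA-DOXO mice, with 1 array per mouse and no pooling. The deposited values are log2 expression values per transcript cluster, made by the authors with R 2.14.2 and Bioconductor packages. The paper's text does not name the background correction, the summarization or the between-array normalization. The value table holds 34760 transcript clusters and 20 arrays with no missing value. The distributions differ between arrays, with medians from 6.23 to 6.66, so that the arrays were not quantile normalized at the level of clusters. The values were used as deposited, with no filter.

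According to the platform annotation, 21640 clusters carry 1 gene symbol, 1321 carry several and 11799 carry none. Where a gene had several clusters with 1 symbol, the cluster with the highest mean over the 20 arrays stood for it in the gene lists, which left 19937 genes. The 38 gene lists, with 984 entries, cover stress responses, metabolism, heart muscle and the cell types a heart sample can hold; 894 entries were found on the array.

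A mean per group was fitted to each cluster with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with default settings) over all 20 arrays. The comparisons were DOXO against sham, FA-DOXO against DOXO, FA-sham against sham, FA-DOXO against FA-sham and the interaction of DOXO and FA. Clusters were counted at an unadjusted p under 0.01, the threshold of the paper, and at a Benjamini-Hochberg adjusted p under 0.05. A gene is said to have risen or fallen only where it passed the latter. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01 and with an estimated correlation, adjusted over the 38 lists of a comparison. Values of single genes and scores of lists per mouse were compared by two-sided exact permutation tests over the mice of both groups. The fit and camera were tested on simulated data with known changes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

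Genes are named by a rule. For each comparison, among clusters with 1 symbol, these are the 10 with the largest change in each direction at an adjusted p under 0.05 or, where fewer pass, up to 5 filled up from those at an unadjusted p under 0.01. In addition, the rule names every gene the paper names for the arrays or RT-PCR, the nitric oxide synthases, the superoxide dismutases, and from each list the 4 members with the smallest p. Predicted genes and olfactory or vomeronasal receptors are counted and mostly not named. Clusters annotated to several genes are described by their family.

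The alternatives were quantile normalization, centring each array on its median, 3 subsets of clusters, only the groups compared, trended and robust or no moderation of the variance, array weights, a fold change of at least 1.5, the replicate number as a block, both sham groups pooled, an F test among sham, DOXO and FA-DOXO, an estimated correlation for the lists, and leaving out each mouse in turn. Alternatives added after the values had been seen were the SD of the array as a covariate, leaving out the 5 arrays with an SD over 1.3 or the 11 with an SD under 1, and array weights estimated gene by gene. Each count was also compared with those from up to 100 splits of the same mice. The supplementary tables of the paper and the RT-PCR measurements were not used here.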

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

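Of the tests in this part, those on the spread of values on the arrays, both on the beta-globin cluster, the fits with the array SD as a covariate and without arrays by their SD, and the counts of other splits for gene lists, for adjusted p-values and with the array SD as a covariate were chosen only after the result was seen.

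In FA-sham against sham hearts, a comparison the paper does not report, 1512 transcript clusters passed an unadjusted p under 0.01, 1320 higher and 192 lower (559 and 292 after quantile normalization, 410 and 611 with each array centred on its median), and limma gave 0 at an adjusted p under 0.05 and 10784 at an unadjusted p under 0.05. FA-sham arrays had the smaller spread of values, and the slope of each cluster on the array SD, estimated in the 12 DOXO and FA-DOXO mice alone, went with its log2 fold change of FA-sham against sham with r = -0.938 across clusters, which are not independent replicates; 1477 of the 1512 clusters (97.7%) had the sign that the slope gives. The count was 635 with the array SD as a covariate, 332 of them among the 1512, and it was 9776 without sham mouse 4 and 238 to 545 without each of sham mice 2 and 3 and FA-sham mice 1, 2 and 3. A difference in the spread of values between the arrays is consistent with most of this count, and an effect of FA on sham hearts stays open, since spread and FA differ together in these 8 mice. Chance could not be excluded (1512 clusters against a highest of 10683 in another split of the 8 mice), and a split that calls several times as many points to a structure of the samples.

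The beta-globin cluster had a log2 fold change of -4.80 in DOXO against sham hearts and is a gene the paper does not discuss; 12 of 12 doxorubicin-treated mice lay below each of the 8 others. The spread of values on the arrays is excluded as the whole of it, since the log2 fold change with the array SD as a covariate was -4.63 (standard error 0.543, limma, adjusted p = 0.0032). Without the arrays of SD over 1.3, which left 2 sham and 4 DOXO mice, the cluster did not pass the correction. A lower amount of red blood cell RNA in the hearts is consistent with Alas2, an enzyme of haem synthesis in erythroid cells, which had a log2 fold change of -0.66 (two-sided exact permutation test with 6 and 4 mice, p = 0.0095), and with 2 alpha-globin clusters at -3.57 and -3.17. Whether this may come from fewer reticulocytes in the blood after doxorubicin or from less blood left in the tissue was not tested. The list of erythroid markers as a whole was not called (median 0.15 and mean 0.03 over 9 genes, camera toward lower values, adjusted p = 0.561), and the globins are not among these 9, since their clusters carry several symbols. Another cluster with the same beta-globin annotation had a smaller log2 fold change in DOXO against sham hearts, -1.61 (standard error 0.307, limma, adjusted p = 0.307). In that cluster 10 of 12 doxorubicin-treated mice lay below each of the 8 others. With the array SD as a covariate its log2 fold change was -1.59 (limma, adjusted p = 0.0482).

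Stefins had a median log2 fold change of 0.31 in DOXO against sham hearts, and neutrophils, which express stefins, may contribute RNA to these samples: 28 neutrophil markers, without stefins and Lcn2, had a median of 0.33 (95% binomial interval over the genes 0.265 to 0.414). Within the 6 DOXO mice, the scores of both groups of genes had r = 0.228 (exact permutation test, p = 0.651; rho = 0.314, exact permutation test, p = 0.564; r = 0.931 without the 2 mice farthest from the median), and within the 6 FA-DOXO mice r = 0.892 (exact permutation test, p = 0.0153, adjusted p = 0.0306 over these 2 relations; rho = 0.943, exact permutation test, p = 0.0167; r = 0.926 without 2 mice). Of the abundant markers, Retnlg and S100a9 had log2 fold changes of 0.91 and 0.74, and Lyz2 and Anxa1, which macrophages also express, of -0.74 and -0.02, at mean log2 values of 6.95, 6.79, 8.91 and 6.98. RNA of neutrophils and a change in heart cells cannot be told apart for the stefins, because the relation within the 6 DOXO mice hangs on 2 of them. Both groups of genes were also higher in FA-sham than in sham hearts, with medians of 0.45 and 0.48.

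Among 60 groups of 4 to 6 mice tested for a value far from the rest, 7 held one, where chance gives about 3. Sham mouse 4 had a log2 value of 7.22 for Mt2 against 9.10 to 9.37 in the other sham mice. Its value for Stfa3 was 5.72 against 5.20 to 5.26, for Nppa 8.97 against 10.8 to 11.0, and for the beta-globin cluster 9.86 against 12.0 to 12.1. DOXO mouse 5 had a log2 value of 4.91 for Csta1 against 5.50 to 5.74 in the other DOXO mice, and of 8.41 for Nos3 against 6.86 to 6.99. FA-sham mouse 4 had a log2 value of 9.47 for Acta1 against 6.63 to 6.84.

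By the interaction term, 21 of 38 gene lists shifted differently with FA in doxorubicin-treated than in sham mice at the preset correlation and 0 with an estimated one, and chance could not be excluded for the former (21 lists against a highest of 26 in another split). An unnamed transcript cluster, 10593058, was higher in FA-DOXO than in FA-sham hearts by 0.97 on the log2 scale (limma, adjusted p = 0.0111). The count of 1 cluster stood against a highest of 0 in the other splits drawn, and for the cluster itself chance is left open, since the settings part. It passed with the array SD as a covariate (0.93, limma, adjusted p = 0.0005), without the arrays of SD over 1.3, with trended and robust moderation and with none. It did not pass with any of the 4 FA-sham mice left out, nor after quantile normalization, centring or with the replicate number as a block: without FA-sham mouse 2, 3 or 4 the count was 0, and without FA-sham mouse 1 and after quantile normalization the 1 cluster that passed was another one, which was lower. The log2 fold change of 10593058 after quantile normalization was 0.82 (limma, unadjusted p = 1.37e-05). Without FA-DOXO mouse 2 the count was 3.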

How the results depend on the processing

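The settings with the array SD as a covariate, with arrays left out by their SD and with weights gene by gene were chosen only after the result was seen. Counts are of transcript clusters at an unadjusted p under 0.01 unless an adjusted p is named, in the order DOXO against sham, FA-DOXO against DOXO, interaction, FA-sham against sham and FA-DOXO against FA-sham where all 5 are given. The number of arrays and the difference in spread between them limit all of these counts; the cause of a change was not tested unless named.

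Quantile normalization gave 87 clusters for FA-DOXO against DOXO, 851 for FA-sham against sham and 198 for FA-DOXO against FA-sham, 4 gene lists for FA-DOXO against DOXO, and a correlation of FA-DOXO against DOXO with DOXO against sham of 0.202. Centring gave 248 for the interaction and 0 at an adjusted p under 0.05 for FA-DOXO against FA-sham. Fewer clusters were tested, by construction, with 1-symbol clusters (214, 17, 58, 955 and 12; adjusted 0 for DOXO against sham and FA-DOXO against FA-sham), the brighter clusters (137, 12, 34, 418 and 11; adjusted 0 for FA-DOXO against FA-sham; gene lists 11, 10, 11 and 12 in the first 4 comparisons) and the more variable clusters (101, 10, 49, 470 and 43; adjusted 0 for FA-DOXO against FA-sham). Only the groups compared gave 95 for DOXO against sham, 536 for FA-sham against sham and 172 for FA-DOXO against FA-sham. No moderation gave 250 for the interaction, and an F test of any difference among sham, DOXO and FA-DOXO gave 288 there with 1 at an adjusted p under 0.05. DOXO against both sham groups pooled gave 111, with 2 at an adjusted p under 0.05. A fold change of at least 1.5 gave, by construction, 163 for DOXO against sham, 10 for FA-DOXO against DOXO, 965 for FA-sham against sham and 46 for FA-DOXO against FA-sham.

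Array weights gave 29514, 609, 26515, 29333 and 1143 clusters (adjusted 30851, 28545, 30685 and 65 for DOXO against sham, the interaction, FA-sham against sham and FA-DOXO against FA-sham), and a log2 fold change of 0.19 for Csta1 and -0.37 for Nos3 in DOXO against sham hearts. These weights rest the sham mean almost wholly on sham mouse 3 (weight 86.0, against 0.43 or less in each other sham mouse). The counts and values of comparisons with sham under them thus do not stand for 4 sham mice. Weights gene by gene, with 3.05 for sham mouse 3 and 0.63 or less for each other sham mouse, gave 24616, 510, 22356, 25412 and 817 (adjusted 27062, 25486, 27662 and 30 for the same 4) and -0.38 for Nos3. With the replicate number as a block, 0 clusters passed an adjusted p under 0.05 for DOXO against sham and for FA-DOXO against FA-sham, and 9 gene lists were called for the latter; the numbers do not pair the mice, since 4 of 20 mice were most like a mouse of their own number and the 26 correlations of same-number mice ran from -0.856 to 0.839. An estimated correlation gave 0 gene lists in each of the 5 comparisons.

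The array SD as a covariate gave 1440, 386, 618, 635 and 371 clusters (adjusted 59 for DOXO against sham and 9 for FA-DOXO against FA-sham), and 7, 8, 7 and 11 gene lists in the last 4 comparisons. In DOXO against sham hearts, the medians of fatty acid oxidation and sarcomere genes turned to 0.18 and 0.11; in FA-DOXO against DOXO hearts, those of respiratory complex I, complexes II to V and antioxidant enzymes turned to 0.061, 0.079 and 0.057. Without the arrays of SD over 1.3, counts were 90, 242, 496 and 211 in the last 4 comparisons (adjusted 0 for DOXO against sham and 2 for FA-DOXO against FA-sham), gene lists 10, 1, 11, 7 and 13, and in FA-DOXO against DOXO hearts the medians of glucocorticoid-induced genes, complex I, complexes II to V and antioxidant enzymes turned to 0.0081, 0.036, 0.015 and 0.084. Without the arrays of SD under 1, counts were 164, 14, 16, 26 and 29, the last 3 with 1 FA-sham array, assumed to vary like the other groups (3 sham, 3 DOXO and 2 FA-DOXO arrays were left; adjusted 6 for DOXO against sham), 9 gene lists were called for FA-DOXO against DOXO, and the medians of complex I and complexes II to V turned to 0.066 and 0.058.

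Leaving out 1 mouse gave 137 to 2581 clusters for DOXO against sham (adjusted 1 to 39), 27 to 90 for FA-DOXO against DOXO, 76 to 1707 for the interaction, 238 to 9776 for FA-sham against sham (adjusted 0 to 14815) and 48 to 112 for FA-DOXO against FA-sham (adjusted 0 to 3). The highest values for DOXO against sham, the interaction and FA-sham against sham are those without sham mouse 4, and the 48 is without FA-sham mouse 3. Gene lists ran from 9 (without sham mouse 2) to 21 for DOXO against sham, from 3 (without DOXO mouse 5) to 25 (without FA-DOXO mouse 5) for FA-DOXO against DOXO, with 5 without DOXO mouse 1 or FA-DOXO mouse 3 and 8 without FA-DOXO mouse 2, and from 11 (without FA-DOXO mouse 5) to 23 for FA-DOXO against FA-sham. The median of antioxidant enzymes in FA-DOXO against DOXO hearts ran from -0.54 to 0.0022, and the correlation of FA-DOXO against DOXO with DOXO against sham from -0.209 (without DOXO mouse 5; -0.086 without DOXO mouse 1) to 0.576. Over all settings, 531 values of genes the paper names kept their sign and their side of the threshold and 17 newly passed; 49 changed sign without passing under either setting, and 3 changed sign and passed under at least 1 of them. Of the medians of gene lists, 289 kept both, 45 no longer passed, 8 newly passed, and 2 and 12 changed sign in these 2 ways.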

Differences from the paper's values

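The array SD as a covariate and leaving out arrays by their SD, named below, were chosen only after the result was seen.

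For DOXO against sham, 364 transcript clusters passed an unadjusted p under 0.01, and the paper's value is 152. Of 22 alternatives set before the data were examined, 6 came within 1.5 times the paper's value: 214 with 1-symbol clusters, 137 with the brighter clusters, 163 with a fold change of at least 1.5, 111 with both sham groups pooled, 137 without sham mouse 2 and 160 without sham mouse 3. The other 16 did not, and all 22 ran from 95 to 29514. Leaving out the arrays of SD under 1, chosen after the values had been seen, gave 164; the paper's own list of called clusters was not used here, so how many of them this drops was not counted.

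For the interaction, 161 transcript clusters passed the same threshold, and the paper's value is 71. The groups are unlike: the 161 come from 4 groups, FA-sham among them, and the title of the paper's table names sham, DOXO and DOXO with FA only; an F test among these gave 288. Of 31 alternatives, 9 came within 1.5 times the paper's value: 58 with 1-symbol clusters, 49 with the more variable clusters, 76 without sham mouse 2, 85 without sham mouse 3, 80 without FA-sham mouse 1, 79 without FA-sham mouse 3, and 100 without each of DOXO mouse 3, FA-DOXO mouse 5 and FA-DOXO mouse 6. The other 22 did not, and all 31 ran from 34 to 26515.

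The Discussion of the paper attributes the rise of Nppa under doxorubicin to the transcriptomic analysis, while its Results report that rise from RT-PCR, which was not used here. On the arrays its log2 fold change was -0.32 (two-sided exact permutation test with 6 and 4 mice, p = 0.70). Quantile normalization gave 0.14, the array SD as a covariate 0.32 and leaving out the arrays of SD under 1 gave 0.15. Leaving out DOXO mouse 3 gave 0.01, and leaving out sham mouse 4 gave -0.81. For Nppb, named in the same sentence, the direction was the paper's, at 0.20, and the other one with array weights (-0.35), with the replicate number as a block (-0.09), without sham mouse 4 (-0.20) and without DOXO mouse 5 (-0.07). The array weights rest the sham mean almost wholly on sham mouse 3. The same sentence names stefins among genes lowered by doxorubicin, while the Results name them as induced; on the arrays 6 of 7 stefins had a higher mean in DOXO hearts, Stfa2 by 0.81, in the direction of the Results. The paper states that FA normalized the stefins. Between FA-DOXO and DOXO hearts Stfa2 differed by -0.44 in that direction (-0.23 without DOXO mouse 1), and the median over the 7 genes was 0.05, Csta1 differing by 0.38.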

Other observations

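The fits with the array SD as a covariate, the counts of other splits for gene lists, for adjusted p-values and with that covariate, the test of the beta-globin cluster in FA-treated mice, and the choice of Cd74 and H2-Eb1 and of the genes named with the covariate were made only after the result was seen.

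No gene list was set or tested for antigen presentation, the role of H2-Aa and H2-Ab1. Of other genes with that role, Cd74, the MHC class II invariant chain, had a log2 fold change in DOXO against sham hearts of -1.49 (two-sided exact permutation test with 6 and 4 mice, p = 0.0048) and H2-Eb1 one of -0.93 (two-sided exact permutation test with 6 and 4 mice, p = 0.0095). In FA-DOXO against FA-sham hearts, the effect of doxorubicin in FA-treated mice, Mt2 had a log2 fold change of 3.38 (10.4-fold, standard error 0.747, limma, adjusted p = 0.776; two-sided exact permutation test with 6 and 4 mice, p = 0.0095), Lcn2 one of 1.55 (two-sided exact permutation test, p = 0.0286) and Serpina3n one of 1.13 (two-sided exact permutation test, p = 0.157). The beta-globin cluster was lower there by a log2 fold change of -3.26 (limma, adjusted p = 0.122). At the threshold of the paper 93 clusters differed in this comparison, among them the ribosomal protein gene Rpl38 at 1.88, triadin (Trdn), a protein of calcium release in heart muscle, at 0.92, and Pilrb2 at -0.41. Fatty acid oxidation genes were higher in 28 of 28 genes with a median of 0.71 (camera, adjusted p = 4.75e-13; adjusted p = 0.577 with an estimated correlation; median 0.27 with the array SD as a covariate), Pdk4, a switch from glucose to fatty acid use, at 2.30, and 22 markers of T and NK lymphocytes had a median of -0.17 (camera, adjusted p = 1.44e-04; adjusted p = 0.577 with an estimated correlation; median -0.08 with the covariate).

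In FA-sham against sham hearts, where centring each array moved the median of all clusters from 0.19 to -0.04, complex I subunits had a median of -1.86 (camera, adjusted p = 3.74e-14; adjusted p = 0.481 with an estimated correlation), which was -0.33 with the array SD as a covariate, and sarcomere genes one of -2.02 (camera, adjusted p = 5.05e-09; adjusted p = 0.481 with an estimated correlation), which turned to 0.18 with that covariate. Of the 22 lists called, 3 were called in the same direction with it. Gabarap, an autophagy protein, Ndufb11, a complex I subunit, and the acetyltransferase subunit Naa20 had log2 fold changes of -2.95, -2.45 and -2.00, and Depdc1a one of 1.22 (limma, adjusted p = 0.156 for each), and with the array SD as a covariate -1.40, -1.21, -0.85 and 0.65.

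With the array SD as a covariate, 59 clusters passed an adjusted p under 0.05 in DOXO against sham hearts, 47 higher and 12 lower. Without the covariate 55 of them had the same sign. Of 100 splits of the mice, the real one included, no other called more than 5. The covariate was chosen after the values had been seen, so this alone does not exclude chance for the 59 clusters. Of the glucocorticoid-induced genes 7 were among them, with Mt2, Lcn2, Mt1 at 1.49, Glul at 1.44 and Nfkbia at 0.84, and of the acute phase genes 3, with Serpina3n at 2.84 and Cp at 0.95; Myh7 had 2.92, the antioxidant enzyme Gclm 1.12, the p53 target Trp53inp1 0.98 and the apoptosis regulator Bcl2l1 0.53, and H2-Ab1 -1.67, H2-Eb1 -0.94 and Cxcl9 -1.18. Some of these values are much smaller without the covariate: Glul had 0.38, Nfkbia 0.41, Cp 0.10 and Gclm 0.38 as deposited, and 0.72, 0.43, 0.26 and 0.44 after quantile normalization. Leaving out the arrays of SD over 1.3, another way to treat the spread, gave 0 clusters at an adjusted p under 0.05. In FA-DOXO against FA-sham hearts 51 of the 59 had the same sign, and 7 of these passed an unadjusted p under 0.01. In FA-DOXO against DOXO hearts none of the 59 passed (smallest adjusted p 0.703, limma, log2 fold changes from -0.56 to 0.35). FA-DOXO against FA-sham gave 9 clusters with the covariate, the unnamed cluster 10593058 at 0.93 with the smallest p, and Mt2 at 3.01 and the beta-globin cluster at -3.36 among them. The other splits drawn called at most 2, but for this count too the covariate was chosen after the values had been seen.

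Nos1, Nos2 and Nos3, the nitric oxide synthases, had log2 fold changes of 0.24, -0.13 and 0.05 in DOXO against sham hearts. That of Nos3 turned to -0.37 with array weights, which rest the sham mean almost wholly on sham mouse 3. The 22 genes of nitric oxide synthesis had a median log2 fold change of -0.06 (camera, adjusted p = 0.0552), which turned to 0.05 with the array SD as a covariate. Acta1, a skeletal actin of the foetal programme, had a log2 fold change of -0.52 (two-sided exact permutation test with 6 and 4 mice, p = 0.471), which turned to 0.08 with the array SD as a covariate. It was -0.93 without sham mouse 4 and -0.09 without sham mouse 3. Between FA-DOXO and DOXO hearts Acta1, Nppa and Nppb had -0.29, -0.22 and -0.60, and with the array SD as a covariate Acta1 had 0.10 and Nppa 0.20. Without 1 mouse these values ran from -0.54 to 0.05 for Acta1, from -0.55 to 0.19 for Nppa and from -0.87 to -0.31 for Nppb. In DOXO against sham hearts, folate and one-carbon genes had a median of 0.06 and a mean of -0.01 (camera, adjusted p = 0.611), and extracellular matrix genes a median of 0.01 and a mean of -0.05 (camera, adjusted p = 0.542); the median of the former turned to -0.02 after quantile normalization.

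That 1 DOXO mouse carries the means of Mt2, Lcn2 and Serpina3n is excluded, since the lowest fold of the 3 genes without any 1 DOXO mouse was 2.73. Whether 2 mice carry a mean cannot be told from leaving out 1 at a time. The fold of Lcn2, 4.77 with all mice, was 3.37 without DOXO mouse 1 and 3.12 without DOXO mouse 5. Without each of the other DOXO mice it was 5.26 to 6.34. The arrays of DOXO mice 1 and 5 had an SD over 1.3. Fold changes of FA-DOXO against DOXO did not run opposite to those of DOXO against sham as deposited: r across clusters was 0.380, and 0.482 with the DOXO arrays split 3 and 3 between the comparisons. In 100 simulations with no effect r over shared arrays ran from -0.987 to 0.804, and the mean covariance with split arrays, 0.0752, also lay within their range (-0.443 to 0.146), so that no relation is shown in either direction; r was -0.209 without DOXO mouse 5 and -0.086 without DOXO mouse 1. Over the 364 clusters of DOXO against sham, the slope of FA-DOXO against FA-sham, which shares no array with DOXO against sham, was 0.224 on the latter (r = 0.467), while r was -0.563 over all clusters. The slope of FA-DOXO against sham on DOXO against sham, which share the sham arrays, was 0.876. With clusters chosen on 3 DOXO arrays and the change measured on the other 3, its mean was 0.989 (0.876 to 1.20 over 20 values). The slopes differ with the control group, and the clusters were chosen on the same sham arrays. How much of the doxorubicin change remained under FA is therefore left open.

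Chance could not be excluded for the counts at an unadjusted p under 0.01 in DOXO against sham (364 clusters, highest of the other splits 23269), FA-DOXO against DOXO (55 and 8317), the interaction (161 and 17618, as many in 18 of 100 splits) and FA-DOXO against FA-sham (93 and 1506), for the count of 1 cluster at an adjusted p under 0.05 in DOXO against sham (highest other 26273), or for the counts of gene lists in DOXO against sham (21 and 26), FA-DOXO against DOXO (16 and 28), FA-sham against sham (22 and 24) and FA-DOXO against FA-sham (22 and 24); splits that call many times the real number of clusters point to a structure of the samples. These splits test the size of a count and not the beta-globin cluster itself: chance is excluded for the latter, which was also lower in 6 FA-DOXO than in 4 FA-sham mice, with no array shared (two-sided exact permutation test, p = 0.0048, the smallest p that these mice allow).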
